# AURKA inhibitor VIC-1911 induces mitotic defects and functional BRCAness, sensitizing prostate cancer to PARP inhibition

**DOI:** 10.1172/jci.insight.196665

**Published:** 2026-03-31

**Authors:** Galina Gritsina, Sandip Kumar Rath, Hongshun Shi, Qi Chu, Wanqing Xie, Que Thanh Thanh Nguyen, Sambhavi Senthil, Thomas J. Myers, Mehmet A. Bilen, Sarah E. Fenton, Maha Hussain, David S. Yu, Jonathan C Zhao, Jindan Yu

**Keywords:** Genetics, Oncology, DNA repair, Drug therapy, Prostate cancer

## Abstract

VIC-1911 (formerly TAS-119) is a next-generation, ATP-competitive aurora kinase A (AURKA) inhibitor with a favorable biosafety profile. However, it has not been evaluated in prostate cancer (PCa), wherein AURKA is highly expressed in advanced stages and represents a critical therapeutic target. Here, we demonstrate that VIC-1911 potently inhibits AURKA activity with high selectivity over AURKB/C across diverse PCa cell lines. Treatment with VIC-1911, even at nanomolar concentrations, substantially inhibits the growth of both androgen receptor–positive (AR-positive) and AR-negative PCa cells. VIC-1911 triggers mitotic failure, induces DNA double-strand breaks (DSBs), and activates the p53 pathway, halting cell division and inducing cell death. Notably, VIC-1911 showed synergistic effects in inhibiting PCa cell growth in vitro and xenograft tumor growth in vivo with poly (ADP-ribose) polymerase inhibitors, which have proven effective in PCa with a deficiency in homologous recombination (HR) repair. Mechanistically, VIC-1911 disabled HR-mediated repair of DSBs in otherwise HR-proficient PCa cells, leading to a “BRCAness” phenotype and pronounced accumulation of DNA damage and mitotic catastrophe. In summary, our study uncovers what we believe is a novel mechanism to induce functional BRCAness through mitotic arrest and highlights VIC-1911 as a promising therapeutic agent for advanced PCa, either as a single agent or in combination, sensitizing HR-proficient tumors to PARP inhibitors.

## Abstract 2

New-generation AURKA inhibitor VIC-1911 suppresses prostate cancer growth as a single agent and further increases sensitivity to PARP inhibitors.

## Introduction

Prostate cancer (PCa) is the most commonly diagnosed malignancy among men in the United States and the second leading cause of cancer-related death (1). Although androgen deprivation therapy, either through surgical or chemical castration, remains the cornerstone of treatment for patients with PCa (2, 3), many patients eventually develop resistance and relapse with castration-resistant disease (4). Progression to metastatic castration-resistant prostate cancer (mCRPC) is the major cause of mortality in patients with PCa (1).

Aurora kinase A (AURKA) belongs to a family of serine/threonine kinases that play a critical role in mitosis. Specifically, AURKA phosphorylates its substrates, such as TACC3, during the G2 phase, which is an essential step for centrosome maturation during mitosis (5, 6). AURKA is frequently upregulated in aggressive forms of cancer, including mCRPC (7–9). Furthermore, longitudinal analysis of primary prostate tumor samples has revealed an increased incidence of AURKA gene amplification in a substantial subset of hormone-naive tumors that later progressed to mCRPC with neuroendocrine features (9, 10). These data suggest that AURKA amplification and/or overexpression may serve as a prognostic biomarker indicative of poor clinical outcome, and that AURKA is a major therapeutic target in late-stage PCa (7, 11). Unfortunately, a phase II clinical trial of the AURKA inhibitor alisertib in patients with mCRPC did not meet its primary endpoint, largely due to drug toxicity and the bypassing of patient preselection (12). Another phase I/II study evaluated the addition of alisertib to abiraterone in patients with mCRPC who had previously progressed on abiraterone. This study had similar limitations due to alisertib-related side effects and was terminated early, as a suitable drug dose could not be identified (13). Nevertheless, a small subset of patients still demonstrated significant clinical benefit, validating the concept of AURKA targeting in patients with advanced PCa.

VIC-1911, previously known as TAS-119, is an ATP-competitive AURKA inhibitor that binds to the catalytic domain of AURKA to inhibit its kinase activity with an IC_50_ of 1 nM (14). VIC-1911 is highly selective for binding AURKA compared with 301 other protein kinases, including AURKB (95 nM) and AURKC (36.5 nM). By contrast, alisertib showed much less selectivity, also inhibiting the kinase activities of AURKB and AURKC when used in higher doses (14). In addition, VIC-1911 targets tropomyosin receptor kinases (TRK A, B, and C) with an IC_50_ of 1.5 nM, thereby inhibiting oncogenic AKT and ERK signaling and potentially enhancing cancer cell killing. Critically, a phase I study in patients with advanced solid tumors found that VIC-1911 has a favorable safety profile distinct from other AURKA inhibitors, including alisertib (15). Most treatment-related adverse events were mild and included fatigue (32%), diarrhea (24%), and ocular toxicity (24%). Therefore, VIC-1911, as a next-generation AURKA inhibitor, may overcome the toxicity issues associated with alisertib while improving treatment efficacy in mCRPC.

In this study, we first confirmed the molecular targets of VIC-1911 in PCa cells and then examined its efficacy as a single agent in diverse PCa cell line panels. We found that VIC-1911 causes abnormal mitosis and activates DNA damage responses, consistent with the previous reports that AURKA inhibition exerts cytotoxic effects not only by inducing cell cycle arrest but also by promoting extensive DNA damage (16). We thus investigated whether VIC-1911 sensitizes PCa cells to PARP inhibitors (PARPi), which have shown high efficacy in PCa cells with mutations in *BRCA1/2* and *ATM*, and thus defective homologous recombination (HR) repair of DNA double-strand breaks (DSBs) (17–19). However, HR-proficient mCRPC is unresponsive to PARPi therapy. We found that the combination of VIC-1911 and PARPi significantly reduced PCa tumor growth, even in HR-proficient models. At the cellular level, this effect was associated with massive DNA damage, mitotic arrest, and a functional “BRCAness” phenotype induced by VIC-1911.

## Results

### VIC-1911 selectively and effectively inhibits AURKA activities.

To assess the on-target effects of VIC-1911 in PCa cells, we performed overnight incubation with a panel of androgen-dependent, castration-sensitive PCa cells, including LNCaP, VCaP, and LAPC4 (Figure 1A). Immunoblotting analyses revealed that VIC-1911 treatment markedly reduced phosphorylation of AURKA and TACC3, an AURKA cognate substrate (20), at concentrations as low as 0.05 μM. Critically, both AURKB and AURKC phosphorylation status remained unaffected by VIC-1911 at concentrations up to 1 μM, suggesting at least 20-fold higher selectivity for AURKA (Figure 1A). To further validate this finding, we examined androgen receptor–positive (AR-positive) but androgen-independent cell lines, 22Rv1 and C4-2B, that represent a majority of clinical CRPC patients. We found that VIC-1911 remained highly effective and selective in inhibiting AURKA activity in these CRPC cell lines (Figure 1B). Interestingly, in C4-2B cells, as low as 0.01 μM VIC-1911 was sufficient to substantially reduce AURKA activity and as high as 10 μM still failed to reduce AURKB and AURKC phosphorylation levels, indicating over 1,000 times increased selectivity for AURKA over AURKB/C. Similar high selectivity was also observed in AR-negative PC3 and DU145 cells (Figure 1C).

Further, as VIC-1911 is known to also target TRKs (14), we evaluated the effect of VIC-1911 on activation of MAPK1/2 (ERK) and AKT, 2 kinases that play an important role in CRPC progression (21, 22). We observed a dose-dependent decrease in ERK phosphorylation under VIC-1911 treatment in androgen-sensitive LNCaP cells, AR-positive but androgen-insensitive 22Rv1 cells, and AR-negative PC3 cells. In contrast, AKT phosphorylation did not show a robust response. Among the 3 tested cell lines, only 22Rv1 exhibited decreased AKT activation (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.196665DS1). In aggregate, our data validate VIC-1911 as a highly selective and effective AURKA inhibitor across diverse PCa cell types and show enhanced selectivity for AURKA relative to AURKB and AURKC in PCa cells. In addition, VIC-1911 co-targets MAPK1/2, whose activation is also frequently elevated in advanced PCa, thereby providing additional therapeutic benefit.

### VIC-1911 represses the growth of a diverse panel of PCa cells.

Given that VIC-1911 effectively inhibits AURKA across all tested PCa cell lines and considering the essential role of AURKA in regulating the cell cycle, especially mitosis, we next investigated the impact of VIC-1911 on PCa cell proliferation. The PCa cell line panel was treated with serial dilutions of VIC-1911 for 7 days, followed by cell viability analyses. Out of the AR-positive PCa cell lines, VCaP was the most sensitive, followed by C4-2B and 22Rv1, and then LNCaP and LAPC4, all of which showed an IC_50_ of less than 1 μM, suggesting that the efficacy was due to AURKA inhibition, but not AURKB and AURKC, which required high doses for inhibition (Figure 2A). Moreover, this aligns with the baseline expression and activation of AURKA in AR-positive PCa cells, with VCaP exhibiting the highest endogenous levels of total and phospho-AURKA, while the levels of phosphorylated AURKB/C remained similar across these cell lines (Supplemental Figure 2A).

Interestingly, although VIC-1911 effectively inhibited AURKA activity in PC3 and DU145 cells at concentrations as low as 0.01 μM, comparable to its effects in AR-positive cells (Figure 1C), it was less efficacious at suppressing their proliferation, likely due to AR-negative PCa cells being more resistant to G2/M cell cycle arrest, as previously noted (23, 24) (Figure 2B). Coincidentally, VIC-1911 sensitivity did not correlate with the baseline expression of AURKA in these cells, although only 2 AR-negative cell lines were tested (Supplemental Figure 2A). The IC_50_ of VIC-1911 in the AR-negative PC3 and DU145 cells was 1.2 and 2.9 μM (Figure 2B), respectively, which was still well within the range of the selectivity of VIC-1911 on AURKA compared with AURKB/C in these cells. Likewise, a colony formation assay demonstrated that 0.1 μM of VIC-1911 eliminated AR-positive C4-2B and 22Rv1 cells but only substantially slowed the growth of AR-negative PC3 and DU145 cells (Figure 2, C and D). Taken together, these data suggest that, via AURKA targeting, VIC-1911 suppresses the growth of a wide spectrum of PCa cells.

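C4-2B is a human prostate cancer cell line, and VIC-1911 is an inhibitor of the kinase AURKA. Poly(A) RNA of cells treated for 48 hours was sequenced in 3 libraries with DMSO vehicle and 3 libraries with 0.1 μM of VIC-1911. The sample records give this time as 2 days. The paper names triplicates without stating whether they were separate cultures. The paper's methods name a NucleoSpin kit for RNA isolation and the NEBNext Ultra II kit for the libraries, whereas the sample records name the RNeasy Plus Mini and NEBNext Ultra kits. The authors aligned the trimmed reads to GRCh38 with STAR and gave the number of reads counted on each of 22136 genes, without normalization, and FPKM values (fragments per kilobase of gene, scaled by library size) for 26443 genes. The paper's text does not name the strand setting of the counting or the handling of reads shared between genes, so genes that overlap another gene or have a close copy are given as uncertain. Between 3245273 and 4545256 reads per vehicle library were counted on genes (median 4513391), and between 5107326 and 7184420 per VIC-1911 library (median 7025415). A count of 0 in a library allows up to 3 counts by counting error alone. Pairs of replicates differed by more than the sampling noise, with chi-square values of 1.28 to 1.85 per degree of freedom. The FPKM values rest on 1.17 to 1.29 times as many reads per library as the count table holds, so the tests used the counts and the FPKM values are given as levels. In the count table, 28 gene names had been turned into calendar dates, and these genes held 0.182% of the counts. The first principal component of the log2 counts scaled by library size held 40.4% of the variance and separated the VIC-1911 libraries from the vehicle libraries. The 12241 genes with at least 10 counts in at least 3 libraries were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over these genes. Genes with an adjusted p-value under 0.05 and a fold change of at least 1.5, the limits given in the title of Supplemental Table 1, are referred to as called. The biological coefficient of variation between replicates was 3.44%.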

To gain insights into the mechanism by which VIC-1911 inhibits PCa cell growth, we treated C4-2B cells with 0.1% DMSO vehicle control or 0.1 μM of VIC-1911 for 48 hours, followed by RNA-Seq analysis to evaluate changes in gene expression in response to the drug. We discovered that VIC-1911 caused 1.5-fold upregulation of 50 genes and 1.5-fold downregulation of 48 genes (Figure 2E and Supplemental Table 1). 

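In the edgeR test, 101 genes were called higher and 163 genes were called lower in the VIC-1911–treated cells than in the vehicle-treated cells. Without the limit on the fold change, 1798 of the tested genes (14.7%) had a Benjamini-Hochberg adjusted p-value under 0.05. The alternative that moved the number of called genes most tested each fold change against the 1.5-fold limit itself (edgeR's glmTreat) and left 16 genes higher and 15 genes lower. In each of the 6 fits that left out one library, 53 of the 101 genes and 64 of the 163 genes were called, and 0 of the called genes changed sign in any of these fits. Of the 50 genes in the paper's list of upregulated genes, 49 were called higher, and all 48 genes in its list of downregulated genes were called lower. The gene in the former list that was not called, MICAL1, had a log2 fold change of 0.58 (adjusted p = 3.3e-10, edgeR's quasi-likelihood test), just under the limit. A further 52 genes called higher and 115 genes called lower were in neither list of the paper. Among called genes with a mean of at least 1 FPKM in one group and no overlap between the libraries of the groups, the largest increase was that of LINC00883, a gene without coordinates in the annotation used here. LINC00883 rose from 0.548 ± 0.217 to 1.54 ± 0.124 FPKM (SD, n = 3), a log2 fold change of 1.88 (standard error 0.29, adjusted p = 1.1e-05, edgeR's quasi-likelihood test). CEL, on chromosome 9 from 133061981 to 133071861, had a log2 fold change of 1.64 (adjusted p = 0.00185, same test), which is uncertain because a close copy of the gene could share its reads. ACTA2, on chromosome 10 from 88935074 to 88991337, had a log2 fold change of 1.61 (adjusted p = 6.0e-04) and overlaps FAS, another called gene, over 27288 bases. The largest decrease was that of BEST1 on chromosome 11, from 2.93 ± 0.505 to 1.14 ± 0.163 FPKM (SD, n = 3), a log2 fold change of -1.49 (standard error 0.20, adjusted p = 6.6e-07, edgeR). BEST1 overlaps FTH1, a highly expressed gene with a log2 fold change of -0.24, over 1231 bases, so its value is uncertain. LINC00669 and LOC100507002 followed, with log2 fold changes of -1.40 (adjusted p = 0.00372) and -1.37 (adjusted p = 0.00187), each lower in all 3 VIC-1911 libraries than in any vehicle library. AURKA itself, on chromosome 20 from 56369390 to 56392215, had a log2 fold change of 0.24 (standard error 0.06, adjusted p = 0.00755, edgeR), and its adjusted p-value was 0.0555 with DESeq2. AURKB had a log2 fold change of -0.45 (standard error 0.09, adjusted p = 4.7e-04, edgeR). AURKC, with at most 3 counts in any library, was below the limit of the test.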

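p53 is a transcription factor, and its activity was measured through the RNA of its known target genes. A list of 68 p53 target genes was used in place of the HALLMARK set, of which 64 were tested and 9 are also in the paper's Supplemental Table 1, so the list is not independent of that table. In the cells treated with VIC-1911 for 48 hours, 49 of the 64 genes (76.6%) had a higher level than in the vehicle-treated cells, with a median log2 fold change of 0.25. The list was shifted upward against all other tested genes in limma's camera test with a preset correlation of 0.01 (adjusted p = 2.5e-20 over 15 gene lists and 4 comparisons). Estimating the correlation from the libraries moved this adjusted p-value most, to 0.00960. With the p-values adjusted over the list alone, 35 of its genes were higher and 4 were lower, against 33 and 2 with the adjustment over all genes tested. Among the 101 genes called higher, 12 were p53 targets, where 0.528 would be present by chance (one-sided Fisher's exact test, adjusted p = 1.6e-12 over 120 tests). The alternative that moved this number most, glmTreat, left 3 p53 targets called higher, with 16 genes called in all. Of 60 camera tests against vehicle at both time points, 43 had an adjusted p-value under 0.05. Of these, 42 also passed under fry, and 21 passed with the correlation estimated from the libraries. After 48 hours, the p53, androgen response, ATF4, E2F, G2/M, homologous recombination and histone lists passed in all 3 tests, whereas the proteasome list passed only in camera with the preset correlation. CDKN1A, which encodes p21 and lies on chromosome 6 of GRCh38 from 36676463 to 36687332, rose from 55.2 ± 0.997 FPKM (SD, n = 3) in the vehicle libraries to between 123 and 134 FPKM in the 3 VIC-1911 libraries. Its log2 fold change was 1.23 (standard error 0.05, adjusted p = 8.5e-21, edgeR's quasi-likelihood test). MDM2, on chromosome 12 from 68808172 to 68850686, rose from 17.0 ± 0.428 to 25.6 ± 0.365 FPKM (SD, n = 3), a log2 fold change of 0.61 (adjusted p = 1.3e-11, same test). RPS27L (chromosome 15), ZMAT3 (chromosome 3) and BTG2 (chromosome 1) had log2 fold changes of 0.61, 0.89 and 0.76 with adjusted p-values of 1.1e-10, 2.5e-10 and 3.1e-08 in the edgeR test. For each of these 5 genes, all 3 VIC-1911 libraries lay above all 3 vehicle libraries.

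**Figure D1:**
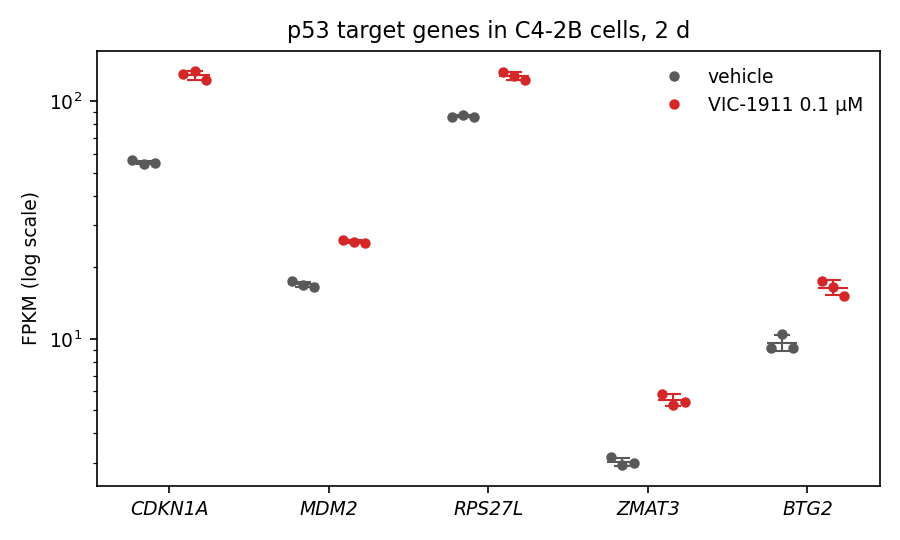
FPKM on a log scale of the 5 called p53 targets with the smallest adjusted p-values in C4-2B cells treated with vehicle or VIC-1911 for 48 hours. Each dot is one library (n = 3 per group), and the lines show the mean and SD; every VIC-1911 library lies above every vehicle library.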

Gene Ontology (GO) analyses of VIC-1911–induced genes revealed highly significant induction of the p53 pathway, which is known to become upregulated in response to DNA damage to trigger cell cycle arrest, initiate DNA repair, and/or induce cell death (25) (Figure 2F). Indeed, TNF-α signaling and apoptosis, 2 major cell death programs, were also strongly enriched. By contrast, MTORC1 signaling, a key driver in cell growth and metabolism that is known to be suppressed by p53 activation (26), was the most inhibited pathway under VIC-1911 treatment (Supplemental Figure 2B).

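TNF-α signaling acts through the transcription factor NF-kB, and a list of 35 NF-kB target genes was tested, of which 19 passed the count limit after 48 hours. Of these, 13 had a higher level in the VIC-1911–treated cells, with a median log2 fold change of 0.11, and the list was not shifted past the threshold (camera, adjusted p = 0.149). Its adjusted p-value was between 0.0612 and 0.413 under the other planned settings, and between 0.0730 and 0.355 with one library left out. Counted with p-values adjusted over the list alone, 3 NF-kB targets were higher and 0 were lower, as with the adjustment over all genes tested. Among the genes called higher, 2 were NF-kB targets, where 0.157 would be present by chance (one-sided Fisher's exact test, adjusted p = 0.0407). These were LIF, which is also in the p53 list, on chromosome 22 from 30240453 to 30246759, and IL32, on chromosome 16 from 3065403 to 3069530. LIF rose from 0.811 ± 0.137 to 1.50 ± 0.0878 FPKM (SD, n = 3), a log2 fold change of 0.86 (standard error 0.23, adjusted p = 0.0068, edgeR's quasi-likelihood test). IL32 rose from 0.832 ± 0.270 to 1.69 ± 0.356 FPKM (SD, n = 3), a log2 fold change of 1.23 (standard error 0.35, adjusted p = 0.0148, edgeR). Without vehicle replicate 3, the adjusted p-values were 0.0529 for LIF and 0.0911 for IL32, and 0 NF-kB targets were called higher. Without VIC-1911 replicate 1, 2 or 3, 1 NF-kB target was called higher in each fit. The overlap then did not pass the threshold (one-sided Fisher's exact test, adjusted p = 0.368, 0.347 and 0.389). With DESeq2, the adjusted p-value of LIF was 0.0710, and 0 NF-kB targets were called higher. The list of 30 apoptosis effector genes, of which 29 were tested and 6 are also p53 targets, had 17 genes with a higher level and a median log2 fold change of 0.06 (camera, adjusted p = 0.142). With fry in place of camera, the list passed the threshold (adjusted p = 0.00573), and its adjusted p-value was between 0.102 and 0.207 with one library left out. Adjusted over the list alone, 6 apoptosis genes were higher and 1 was lower, against 5 and 1 over all genes tested. FAS was the called gene of the list, with 1.96 ± 0.527 FPKM in the vehicle-treated and 3.85 ± 0.277 FPKM in the VIC-1911–treated cells (SD, n = 3), and 0.239 called genes would be present by chance (one-sided Fisher's exact test, adjusted p = 0.658). Its log2 fold change was 0.89 (standard error 0.19, adjusted p = 9.9e-04, edgeR), and it is uncertain because FAS overlaps ACTA2.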

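A list of 190 mTORC1 signaling genes was tested, of which 186 passed the count limit after 48 hours. Its genes moved both ways: 90 had a higher level in the VIC-1911–treated cells, and the median log2 fold change was -0.012 (camera, adjusted p = 0.0697). The list passed the threshold with fry (adjusted p = 0.0322), without scaling beyond library size (0.0397) and without VIC-1911 replicate 3 (0.0259), and its adjusted p-values under all alternatives were between 0.0259 and 0.293. Counted with p-values adjusted over the list alone, 39 mTORC1 genes were higher and 39 were lower, against 33 and 36 over all genes tested. Among the 163 genes called lower, 12 were mTORC1 genes, where 2.48 would be present by chance (one-sided Fisher's exact test, adjusted p = 4.7e-05). Each of these 12 genes is also a target of the transcription factor ATF4, which regulates amino acid synthesis and transport, and 20 genes are shared between the mTORC1 list and a list of 52 ATF4 targets. Of the 51 ATF4 targets tested, 3 had a higher level, and the median log2 fold change was -0.43 (camera, adjusted p = 5.3e-86). The genes called lower included 19 ATF4 targets, where 0.679 would be present by chance (one-sided Fisher's exact test, adjusted p = 6.4e-22). These same 19 genes are listed in the paper's Supplemental Table 1, which had been read before the ATF4 list was written. Adjusted over the list alone, 43 ATF4 targets were lower and 1 was higher, against 40 and 0 over all genes tested. DDIT4, on chromosome 10 from 72273924 to 72276036, fell from 214 ± 4.73 to 110 ± 9.51 FPKM (SD, n = 3), a log2 fold change of -0.96 (standard error 0.05, adjusted p = 2.4e-17, edgeR's quasi-likelihood test). PHGDH, on chromosome 1 from 119711934 to 119744215, fell from 282 ± 4.06 to 161 ± 12.8 FPKM (SD, n = 3), a log2 fold change of -0.79 (standard error 0.05, adjusted p = 7.3e-16, edgeR). ASNS, on chromosome 7, had a log2 fold change of -0.91 (adjusted p = 2.3e-15, edgeR). SLC7A11, on chromosome 4, had a log2 fold change of -1.05 (adjusted p = 3.0e-16, edgeR), which is uncertain because an antisense gene overlaps it. These 4 genes belong to both lists, and for each of them all 3 VIC-1911 libraries lay below all 3 vehicle libraries. The paper reads the induced genes as activation of the p53 pathway, a response to DNA damage, together with TNF-α signaling and apoptosis as cell death programs, and it states that MTORC1 signaling, which p53 activation suppresses, was the pathway inhibited most.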

### VIC-1911 drastically induces mitotic defects and DNA DSBs.

AURKA is instrumental in proper chromosome segregation during cell division, and its restriction causes G2/M checkpoint failure (27), DNA damage, mitotic arrest, and cell death (28). Thus, we aimed to investigate the immediate molecular response triggered by AURKA inhibition by VIC-1911 in PCa models. We treated PCa cell lines with increasing doses of VIC-1911. Immunoblotting revealed substantially increased γH2AX phosphorylation, a marker for DNA DSBs, suggesting that AURKA inhibition leads to major DNA damage (Figure 3A). Furthermore, VIC-1911 treatment, particularly at 1 μM, increased cleaved caspase-3 levels, indicating apoptosis (Figure 3A). Moreover, we subjected C4-2B cells to confocal imaging after 24 hours of drug treatment. Interestingly, we observed a substantial number of cells with extensive mitotic abnormalities after exposure to 0.1 μM of VIC-1911 (Figure 3B). Staining of α-tubulin revealed that some cells were arrested in the prometaphase/metaphase of mitosis, possibly due to failure in proper spindle checkpoint satisfaction, whereas other cells showed monopolar or multipolar spindles, which may have been caused by impaired centrosome separation. These cells showed a costaining of elevated γH2AX phosphorylation, indicating DSBs and DNA damage (Figure 3B). We also assessed morphological changes triggered by overnight treatment with VIC-1911 in 22Rv1 cells and observed similar induction of mitotic abnormalities and γH2AX phosphorylation (Supplemental Figure 3A). Therefore, by targeting AURKA, VIC-1911 rapidly induces mitotic defects, resulting in extensive DSBs and cell cycle arrest.

To determine whether VIC-1911 affects DNA damage response, we examined ATM and ATR signaling. Immunoblotting revealed that VIC-1911 treatment activates ATM, a critical sensor protein that detects DNA damage, such as DSBs, and becomes phosphorylated (29) (Figure 3C and Supplemental Figure 3B). Activated ATM in turn phosphorylates serine 139 of the H2A.X histone variant near the sites of DNA DSBs, which serves as a scaffold to recruit other DNA damage response proteins. Among these, KAP1, a direct ATM substrate (30), also showed robust activation upon VIC-1911 treatment (Figure 3C and Supplemental Figure 3B). These data support an active DNA damage response after VIC-1911 treatment and are consistent with the accumulation of γH2AX phosphorylation in cells with mitotic abnormalities, as shown in Figure 3B. To further examine the downstream events, we analyzed ATR, a critical DNA damage response kinase involved in S-phase and G2/M checkpoints (31) that functions as a gatekeeper for cell cycle arrest (32), and we found that VIC-1911 treatment also induced ATR activation (Figure 3D and Supplemental Figure 3C).

With this robust activation of DNA damage response regulators, we wondered whether VIC-1911 might exhibit synergistic effects with either clinically available ATM or ATR inhibitors. Interestingly, VIC-1911 and lartesertib (ATMi) showed strong combinatory effects in suppressing the growth of 22Rv1 and C4-2B cells (Figure 3E). Bliss model analysis indicated a synergistic effect in C4-2B cells but an additive effect in 22Rv1 cells at the tested dose ratio (Supplemental Table 2). The combination of VIC-1911 with ceralasertib (ATRi) showed an additive effect in 22Rv1 but not as much in C4-2B cells, which were already highly sensitive to ceralasertib alone at the tested dose (Figure 3F). These results suggest that VIC-1911 induces a DNA damage response and exhibits combinatorial effects with DNA damage–targeting agents in the treatment of PCa.

### VIC-1911 acts synergistically with PARPi to suppress PCa cell growth.

We next hypothesized that combining PARPi with VIC-1911 could be a promising approach since VIC-1911 induces massive DNA DSBs and mitotic catastrophe. To test this hypothesis, we first treated a panel of AR-positive PCa cells with olaparib to identify optimal doses for the drug combination (Figure 4A). We found that LNCaP and C4-2B showed much better responses to olaparib than VCaP and LAPC4, being consistent with previous reports that LNCaP and C4-2B harbor some *BRCA2* and other HR gene mutations, albeit not functionally HR deficient (32). The 22Rv1 cells demonstrated much less sensitivity to olaparib than LNCaP and C4-2B but better sensitivity than VCaP and LAPC4. We thus chose 1 μM of olaparib for LNCaP and C4-2B and 10 μM for LAPC4 and 22Rv1 in combination assays. VCaP cells were not analyzed because they do not work well with the IncuCyte live-cell imaging system due to their mixed growth of adherent and clumping/floating cells. Notably, the combination of VIC-1911, used at only a 0.05 μM concentration, with olaparib substantially decreased the growth of all 4 cell lines tested (Figure 4B). Moreover, the Bliss independence model indicated synergistic effects of VIC-1911 and olaparib across all 4 cell lines, despite their differences in sensitivity to PARPi (Supplemental Table 2).

Talazoparib is another PARPi that has been recently approved as a therapeutic agent for mCRPC in combination with enzalutamide (33). We analyzed PCa cell sensitivity to talazoparib in a panel of AR-positive CRPC cells (C4-2B and 22Rv1) and AR-negative CRPC cells (DU145 and PC3) (Figure 4C). Among all 4 cell lines tested, C4-2B showed the highest sensitivity to talazoparib, and PC3 and DU145 showed a comparable sensitivity to 22Rv1 cells. Further, the IC_50_ values of talazoparib in C4-2B and 22Rv1 cells were substantially lower than those of olaparib. Since we already tested the olaparib and VIC-1911 combination in the AR-positive cell lines, here we focused on the 2 AR-negative cell lines. We observed that the combination of sublethal doses of talazoparib and VIC-1911 synergistically decreased the proliferation of both DU145 and PC3 cells, as indicated by Bliss coefficients, with a more pronounced effect in DU145 cells (Figure 4D). Saruparib, a first-in-class PARP1-specific inhibitor, was well tolerated in a phase I/II clinical study in patients with metastatic cancer (34). We sought to evaluate the effect of combining VIC-1911 with saruparib in 2 AR-dependent PCa cell lines. First, we observed that C4-2B was much more sensitive to saruparib than 22Rv1, consistent with the olaparib data (Supplemental Figure 4A). Further, VIC-1911 and saruparib cotreatment showed strong combinatorial effects in inhibiting the proliferation of both 22Rv1 and C4-2B cells. Bliss coefficient analysis suggested a synergy in 22Rv1 cells but not in C4-2B, which was already strongly inhibited by each agent alone at the dose tested (Supplemental Table 2). Taken together, our results support that VIC-1911 is a promising candidate for combination therapies with PARPi to synergistically inhibit PCa, even when HR proficient.

### VIC-1911 induces functional BRCAness, abolishing HR repair after PARP inhibition.

Next, we sought to understand the molecular mechanisms by which VIC-1911 and PARPi combination synergistically inhibited PCa. To this end, we performed RNA-Seq of C4-2B cells treated with sublethal doses of VIC-1911 (0.1 μM), olaparib (1 μM), or their combination for 7 days. 

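Olaparib is an inhibitor of the DNA repair enzyme PARP1. Poly(A) RNA of C4-2B cells was sequenced in 12 libraries, 3 in each of 4 groups. These groups were treated for 7 days with vehicle, 0.1 μM of VIC-1911, 1 μM of olaparib, or both drugs. Here too, the paper names triplicates without stating whether they were separate cultures. The authors gave the reads counted on 21276 genes without normalization, and FPKM values that follow from these counts, with a largest relative deviation of 9.0e-07 over 9663 genes. The total counts were between 6911220 and 17538796 in the vehicle libraries (median 15091854), between 10009912 and 15935359 under VIC-1911 (median 12704596), between 4967931 and 19684208 under olaparib (median 17136707), and between 11431653 and 17578841 under the combination (median 14904521). Replicates of a group differed by more than the sampling noise, with chi-square values of 1.72 to 5.96 per degree of freedom. The first principal component held 50.9% of the variance and separated the vehicle libraries from all treated libraries, and the second held 18.1%. On the third component, which held 7.34%, olaparib replicate 1, the library with the fewest counts, lay at -36.2, against 2.51 and 0.250 for the other two olaparib libraries. The 14409 genes with at least 10 counts in at least 3 libraries were tested in one fit of all 12 libraries, as in the 48-hour experiment, with a limit of 2-fold, which the title of Supplemental Table 3 gives. The biological coefficient of variation in this fit was 4.43%. In the sample records, the vehicle and VIC-1911 libraries fall in one run of library numbers and the olaparib and combination libraries in another. Whether these runs were prepared or sequenced apart is not stated. Each run holds its own groups, so no fit with the run as a term could be made, and in the comparisons of olaparib or the combination with vehicle the run and the drug cannot be told apart by the design. VIC-1911 against vehicle and the combination against olaparib were each compared within one run. The 3 comparisons with vehicle share the same 3 vehicle libraries, and the overlap that noise in these libraries produces was measured in 100 simulated data sets.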

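After 7 days, edgeR's quasi-likelihood test called 499 genes higher and 494 lower under VIC-1911, 523 higher and 508 lower under olaparib, and 655 higher and 576 lower under the combination. Without the limit on the fold change, the genes with a Benjamini-Hochberg adjusted p-value under 0.05 numbered 7550 under VIC-1911 (52.4% of the tested genes), 7785 under olaparib, and 8153 under the combination (56.6%). With each library of the compared groups left out in turn, 314 of the higher and 321 of the lower genes under VIC-1911 were called in all 6 fits, as were 357 and 350 under olaparib, and 460 and 412 under the combination. Of the paper's lists for VIC-1911, 413 of 427 induced genes and 424 of 454 repressed genes were called in the same direction. For olaparib these numbers were 404 of 434 and 444 of 504, and 518 of the 566 genes in the paper's list of genes repressed by the combination were called lower. The list of genes induced by the combination holds 627 names in the copy of Supplemental Table 3 used here and 628 in the paper's text, so it was not compared. Among called genes with a mean of at least 1 FPKM in one group and no overlap between the groups' libraries, the largest increases were in genes with few or no reads in the vehicle libraries. Under VIC-1911, DHRS2 on chromosome 14 was at least 9.91-fold higher, and ZNF812 and LOC101929705 had log2 fold changes of 2.91 and 2.86 (edgeR, adjusted p = 1.2e-11 and 1.4e-08). APOBEC3C on chromosome 22 was at least 6.20-fold higher under olaparib and at least 5.94-fold higher under the combination. LOC101927501 had log2 fold changes of 4.66 and 5.18 under the same treatments (edgeR, adjusted p = 2.2e-13 and 2.3e-15). SERPINB5 on chromosome 18 rose from 0.102 ± 0.0696 to 2.33 ± 0.191 FPKM (SD, n = 3) under olaparib, a log2 fold change of 4.35 (standard error 0.29, adjusted p = 1.5e-13, edgeR). UGT2B28 on chromosome 4, whose close paralogs could share its reads, was at least 14.9-fold higher under the combination. The largest decreases included FGF21 on chromosome 19, with 3.82 ± 0.182 FPKM (SD, n = 3) in the vehicle-treated cells, which was at least 17.9-fold lower under VIC-1911, 13.9-fold lower under olaparib, and 20.5-fold lower under the combination. KLHDC7B on chromosome 22 was at least 31.5-fold lower under VIC-1911. PRSS1 and PRSS2, neighboring paralogs on chromosome 7 that could share reads, were also among the largest decreases and are uncertain: PRSS2 was at least 11.6-fold, 8.99-fold and 13.2-fold lower under the 3 treatments, and PRSS1 had log2 fold changes of -7.80 under olaparib and -6.49 under the combination (edgeR, adjusted p = 2.9e-20 and 2.1e-20).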

We observed that VIC-1911 induced a 2-fold increase in the expression of 427 genes and a 2-fold reduction of 454 genes, olaparib induced a 2-fold increase in the expression of 434 genes and a 2-fold reduction of 504 genes, and, finally, the VIC-1911 and PARPi combination induced a 2-fold increase of 628 and a 2-fold reduction of 566 genes (Supplemental Table 3). Critically, most olaparib-repressed genes were also strongly suppressed by VIC-1911, whereas olaparib-induced genes were also slightly induced by VIC-1911, with the VIC-1911 and PARPi combination showing the strongest effect, indicating a similar molecular function (Figure 5, A and B). Indeed, GO analysis revealed that olaparib-induced or VIC-1911/PARPi combination–induced genes were strongly enriched for p53 pathways, whereas their repressed genes were involved in MTOR1 signaling (Supplemental Figure 2), being very comparable to VIC-1911–induced or –repressed genes, respectively. Together, these results suggest that VIC-1911 and olaparib regulate similar molecular processes, activating the p53 pathway while inhibiting mTORC1 signaling, which are strongly linked to DNA damage, cell cycle arrest, and apoptosis.

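Of the 508 genes called lower under olaparib, 503 also had a lower level under VIC-1911 than under vehicle, 440 of them with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg) and 328 (64.6%) past the 2-fold limit as well. Of the 523 genes called higher under olaparib, 505 (96.6%) had a higher level under VIC-1911, 380 with an adjusted p-value under 0.05 and 275 (52.6%) past the 2-fold limit. In 100 simulated data sets in which VIC-1911 changed no gene, sharing the vehicle libraries gave the same sign in a median of 57.9% of the lower genes and 60.5% of the higher genes, and 0 genes called in both comparisons. The genes called lower had a median log2 fold change of -1.23 under VIC-1911 (quartiles -1.72 and -0.87), -1.35 under olaparib and -1.36 under the combination. The genes called higher had a median log2 fold change of 1.13 under VIC-1911 (quartiles 0.75 and 1.62), 1.52 under olaparib and 1.65 under the combination. With genes at the limit of detection set to the bound that their counts allow, the medians of the genes called higher were 1.07, 1.43 and 1.60. The median ratio of the VIC-1911 to the olaparib log2 fold change was 0.866 for the lower genes and 0.695 for the higher genes. Leaving out vehicle replicate 1 moved the VIC-1911 median of the genes called higher most, to 1.23. Among the genes called higher, the change was larger in the combination than under either single drug for 298 genes (57.0%), against a median of 35.5% and a highest value of 40.6% in 100 simulations in which the combination equaled olaparib. Among the genes called lower, the combination had the largest change for 193 genes (38.0%), against a median of 30.5% and a highest value of 34.9% in the simulations. Without olaparib replicate 3 this share was 34.5%. The combination went beyond olaparib with an adjusted p-value under 0.05 (edgeR) for 82 of the genes called higher and 40 of the genes called lower, and it fell short of olaparib for 36 and 25 of them. Compared directly, 42 genes were called higher and 13 lower in the combination than under olaparib, and 321 higher and 262 lower than under VIC-1911. With each library of the compared groups left out in turn, 15 of the 42 and 1 of the 13 were called in all 6 fits, as were 194 and 181 in the comparison with VIC-1911, and without olaparib replicate 3 the 42 fell to 25. With DESeq2, the comparison with olaparib gave 15 higher and 4 lower genes.

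**Figure D2:**
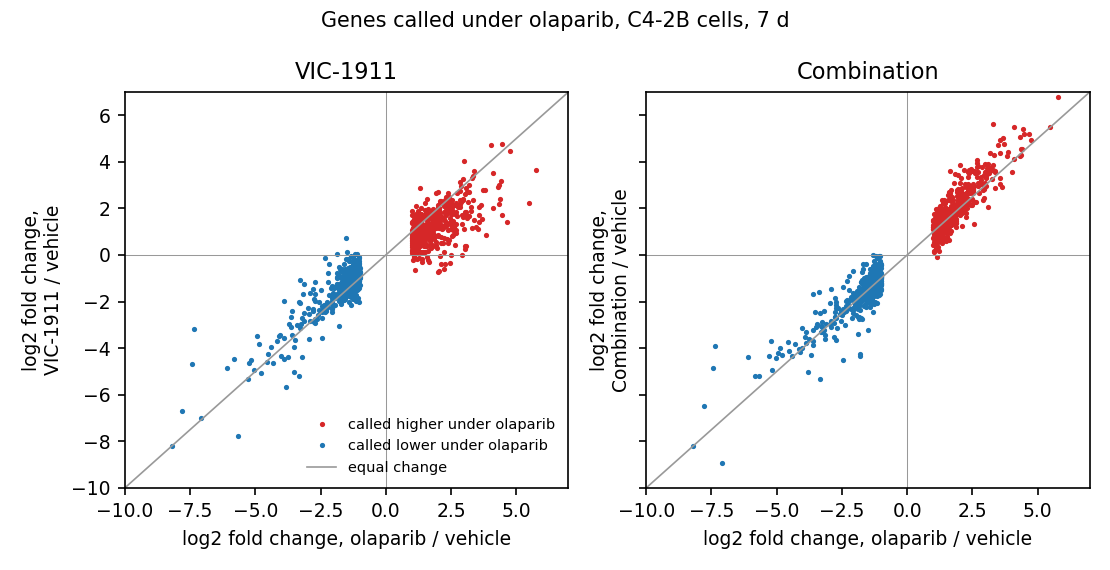
Log2 fold changes against vehicle under VIC-1911 and under the combination (vertical axes) and under olaparib (horizontal axes) after 7 days, for genes called higher (red) and lower (blue) under olaparib. Each point is one gene from 3 libraries per group and the line marks equal change; 503 of the lower and 505 of the higher genes have the same sign under VIC-1911.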

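The list of p53 targets was shifted upward in all 3 comparisons with vehicle after 7 days. Of its 66 tested genes, 47 had a higher level under VIC-1911, with a median log2 fold change of 0.38 (camera, adjusted p = 3.8e-06). Under olaparib 56 were higher, with a median of 0.69 (adjusted p = 2.3e-27), and under the combination 55, with a median of 0.76 (adjusted p = 7.7e-31). Counted with p-values adjusted over the list alone, 41, 50 and 51 p53 targets were higher and 12, 10 and 9 were lower under the 3 treatments, against 41, 50 and 51 higher and 10, 9 and 8 lower over all genes tested. Of the list's genes, 30 are also in the paper's Supplemental Table 3. The genes called higher held 10 p53 targets under VIC-1911, where 2.29 would be present by chance, 22 under olaparib (2.40 by chance) and 25 under the combination (3.00 by chance), with adjusted p-values of 4.8e-04, 8.3e-15 and 5.5e-16 from one-sided Fisher's exact tests. CDKN1A rose from 25.9 ± 2.23 FPKM under vehicle to 96.1 ± 3.46 under VIC-1911, 216 ± 5.36 under olaparib and 258 ± 1.67 under the combination (SD, n = 3), with log2 fold changes of 1.84, 3.04 and 3.31 (edgeR, adjusted p = 1.2e-22, 5.9e-28 and 8.1e-29). BTG2 rose by 1.45, 2.27 and 2.65 and FAM198B, on chromosome 4, by 2.07, 2.84 and 3.06 on the log2 scale under the 3 treatments. SESN2 and ATF3, which are both p53 and ATF4 targets, fell under VIC-1911, by 1.88 and 1.46 on the log2 scale. The mTORC1 list moved both ways: 115 of its 189 tested genes had a higher level under VIC-1911, 106 under olaparib and 98 under the combination, with median log2 fold changes of 0.17, 0.07 and 0.05. Against all other genes it was shifted downward under olaparib (camera, adjusted p = 0.00229) and the combination (adjusted p = 4.7e-05) but not past the threshold under VIC-1911 (adjusted p = 0.516). Adjusted over the list alone, 96, 83 and 73 mTORC1 genes were higher and 57, 66 and 77 were lower, against 94, 79 and 71 higher and 56, 65 and 77 lower over all genes tested. Its genes called lower were 21, 22 and 23 under VIC-1911, olaparib and the combination, where 6.48, 6.66 and 7.56 would be present by chance (one-sided Fisher's exact test, adjusted p = 1.6e-05, 8.1e-06 and 1.6e-05), while 17 mTORC1 genes were called higher under VIC-1911 (adjusted p = 0.00156). The list of ATF4 targets had median log2 fold changes of -1.62, -1.72 and -1.66 (camera, adjusted p = 6.4e-213, 1.2e-216 and 1.4e-187), with 42, 43 and 42 of its 52 genes called lower. Counted with p-values adjusted over the list alone, 51, 50 and 51 were lower, against 50, 50 and 51 over all genes tested. TRIB3, on chromosome 20 and in both lists, fell from 99.2 ± 1.97 FPKM to 17.6 ± 0.515, 13.1 ± 0.230 and 12.7 ± 0.554 FPKM (SD, n = 3), with log2 fold changes of -2.55, -2.94 and -2.97 (edgeR, adjusted p = 1.5e-26, 8.3e-28 and 3.2e-28). With the correlation estimated from the libraries, the lists that still passed in camera were the ATF4, ER chaperone and histone lists under each treatment, the p53 list under olaparib and the combination, the E2F and G2/M lists under VIC-1911, and the NF-kB list under the combination.

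**Figure D3:**
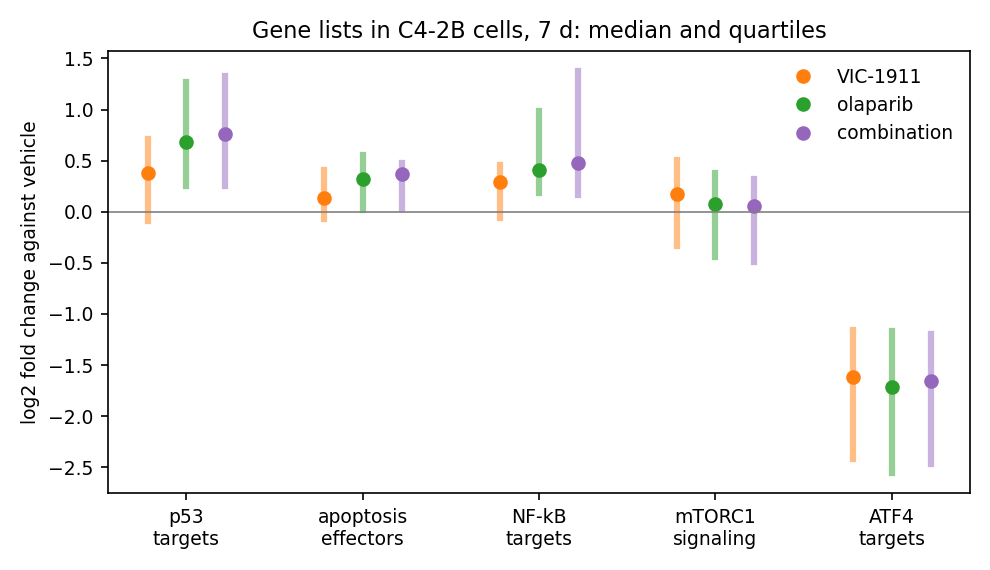
Log2 fold changes against vehicle after 7 days of the genes in the p53, apoptosis, NF-kB, mTORC1 and ATF4 lists under VIC-1911, olaparib and the combination (3 libraries per group). Points are medians over the genes of a list and bars span the quartiles; the ATF4 list lies at -1.62, -1.72 and -1.66.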

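Across the 14409 genes, the log2 fold changes under VIC-1911 and olaparib had a Pearson correlation of 0.85 and a Spearman correlation of 0.82. Genes are not independent replicates, and noise in the shared vehicle libraries gave a median Pearson correlation of 0.15 and at most 0.21 in 100 simulations. The corresponding Pearson correlations were 0.92 between olaparib and the combination and 0.75 between VIC-1911 and the combination. Between the 48-hour and 7-day experiments, which share no libraries, the Pearson correlation of VIC-1911 at 48 hours was 0.37 with VIC-1911, 0.46 with olaparib and 0.51 with the combination across the genes tested at both times. The 3 treatments shared 230 genes called higher and 282 called lower after 7 days, and 0 genes were called in opposite directions under VIC-1911 and olaparib. At an unadjusted p-value under 0.05 (edgeR) as well, 0 of the olaparib-called genes moved the opposite way under VIC-1911. Genes called under one treatment and under neither of the others numbered 193 higher and 144 lower for VIC-1911, and 178 higher and 165 lower for the combination. Cell cycle genes moved apart between the treatments. All 56 genes of the G2/M list had a higher level under VIC-1911 than under vehicle, with a median log2 fold change of 1.35 (camera, adjusted p = 1.9e-58), and 52 were called higher. Under olaparib the median was 0.47 (camera, adjusted p = 2.1e-07, and 0.423 with the estimated correlation), and under the combination it was -0.10 (adjusted p = 0.808). Relative to all genes, the list's median log2 FPKM ratio to the 48-hour vehicle was -1.75 in the 7-day vehicle. Under VIC-1911 for 7 days it was -0.37. These tables were made separately, so a low level in the 7-day vehicle stays an open source of the contrast. After 48 hours of VIC-1911 the list was lower than under vehicle, at -0.18. CDK1, on chromosome 10 from 60778331 to 60794852, had log2 fold changes of 1.82, 1.86 and 1.22 under VIC-1911, olaparib and the combination. AURKA had 6.35 ± 1.43 FPKM under vehicle and 24.1 ± 1.57 under VIC-1911 (SD, n = 3), a log2 fold change of 1.86 (standard error 0.10, adjusted p = 4.2e-16, edgeR's quasi-likelihood test). Under olaparib its log2 fold change was 0.48 (adjusted p = 2.9e-04), and under the combination it was 0.11 (adjusted p = 0.385), with a sign that changed to -0.045 without vehicle replicate 2 and a value of 0.32 (adjusted p = 0.00825) without vehicle replicate 1. BRCA2, a gene of the homologous recombination list, had log2 fold changes of 1.12 under VIC-1911, 0.93 under olaparib and 0.31 under the combination. From the shared changes under both drugs, the paper proposes that VIC-1911 and olaparib act on similar molecular processes, in which the p53 pathway is activated and mTORC1 signaling is inhibited.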

We subsequently asked whether the effect of the combination treatment is associated with accumulated DNA damage. To this end, we conducted fluorescent imaging to detect nuclear foci of γH2AX phosphorylation in 22Rv1 cells after overnight treatment with VIC-1911, olaparib, or their combination. We observed that olaparib alone led to some increases in phospho-γH2AX nuclear foci, but VIC-1911 as a single agent led to substantially more nuclear phospho-γH2AX, with the addition of DNA damage in cells with mitotic defects (Figure 5C). Their combination further increased the number of phospho-γH2AX foci per nucleus, indicating more severe DNA damage (Figure 5D). Moreover, there were significantly more cells with mitotic abnormalities after treatment by VIC-1911 or the drug combination. Immunoblotting analysis confirmed increased γH2AX phosphorylation and showed higher levels of cleaved PARP, a marker of apoptosis, in cells treated with VIC-1911, especially when it was combined with olaparib (Figure 5E). These results indicate that the drug combination increases mitotic defects, DNA DSBs, and apoptosis.

We next sought to determine whether the synergistic effects between VIC-1911 and PARPi are linked to altered HR activity in these cells, since PARPi is most effective in HR-deficient cancer cells. To this end, we investigated HR repair by assessing RAD51 foci formation using immunofluorescence staining in cells treated with VIC-1911, olaparib, or their combination. First, we found that olaparib alone induced a strong HR response in C4-2B cells, evident by a significant increase in nuclear RAD51 foci (Figure 5, F and G), consistent with the increase in DSBs and the HR-proficient nature of the cells. However, despite inducing more increase in DSBs, VIC-1911 did not induce nuclear RAD51 foci formation, suggesting an inhibition of HR repair. Moreover, when used in combination with olaparib, VIC-1911 diminished nuclear RAD51 foci formation expected to be induced by olaparib, manifesting a functional BRCAness phenotype. Similar results were also observed in AR-independent PC3 cells, which are HR-proficient and insensitive to PARPi (Supplemental Figure 5, C and D). These results suggest that VIC-1911 leads to functional BRCAness in PCa cells.

Next, we sought to assess whether the VIC-1911–dependent inhibition of RAD51 foci formation is due to a direct impairment of HR machinery. First, we demonstrated that this functional BRCAness was not caused by a reduction in RAD51 protein expression, as shown by immunoblotting (Supplemental Figure 5E). Next, we used U2OS cells with stable direct repeats (DR)-GFP reporter expression to assess how drug treatment affects HR repair in these cells. In the DR-GFP reporter experiment, a site-specific DSB is introduced by I-SceI endonuclease within an upstream, inactive GFP cassette. HR repair employs endogenous HR factors in these cells and a downstream truncated GFP fragment as the donor template to restore a functional GFP sequence. Successful HR repair enables GFP expression in these cells, providing a quantitative fluorescent readout (35). Interestingly, olaparib treatment decreased GFP reporter activity (Figure 5H), indicating inhibition of HR, consistent with previous reports (35). The net increase in RAD51 foci formation observed earlier in PCa cells (Figure 5, F and G) is likely due to drastically increased DSBs being repaired by an attenuated HR system. Importantly, VIC-1911 did not significantly affect HR repair of the reporter gene, despite a trend toward a decrease, in both control and olaparib-treated cells. We observed similar responses to VIC-1911 in combination with talazoparib (Supplemental Figure 5F). These findings are in contrast to its inhibition of RAD51 foci formation in PCa cells. Of note, the DR-GFP reporter system contains a downstream homologous sequence as a template for HR repair, whereas endogenous DSBs on a chromosome requires a sister chromatid as a template, the proper alignment of which, however, is likely disrupted by mitotic defects and chromosome mis-segregation upon AURKA inhibition. Therefore, by inducing mitotic defects, VIC-1911 triggers functional BRCAness, sensitizing otherwise HR-proficient PCa cells to PARP inhibition.

### VIC-1911 inhibits xenograft PCa tumor growth and sensitizes PCa to PARPi.

To investigate the ability of VIC-1911 to inhibit PCa tumor growth in vivo, we first evaluated its efficacy as a single agent. We grafted (s.c.) Nod-SCID mice with 22Rv1 cells, representing the majority of CRPC tumors that were AR-positive, and treated tumor-bearing mice with either vehicle or 60 mg/kg of VIC-1911 twice a day for 2 weeks. We observed that VIC-1911 significantly inhibited 22Rv1 xenograft tumor growth, flattening the growth curve after 1.5 weeks of treatment (Figure 6A). Importantly, there were no statistically significant differences in the whole-body weight of the treated mice, suggesting the tolerability of the drug in vivo (Supplemental Figure 6A). Next, we examined whether VIC-1911 could inhibit the growth of currently incurable, AR-negative CRPC tumors derived from patients. To this end, we grafted Nod-SCID mice with LuCaP93, a patient-derived xenograft of CRPC with neuroendocrine features (36). Importantly, there was a clear decrease in tumor growth after 7 days of treatment and a remarkably inhibited tumor growth within 14 days of treatment, while having no apparent effects on the whole-body weights of drug-treated mice (Figure 6B and Supplemental Figure 6B). To confirm that VIC-1911 targets AURKA, we performed histological analysis of tissue samples derived from the studied mice. IHC staining showed that VIC-1911 completely abrogated phospho-AURKA staining but greatly increased caspase-3 cleavage compared with the vehicle-treated tumors (Figure 6C). Therefore, by targeting AURKA and inducing apoptosis, VIC-1911, as a single agent, exhibits promising antitumor activity in suppressing both AR-positive 22Rv1 and AR-negative LuCaP93 patient-derived xenograft tumor growth in vivo.

We next sought to test whether VIC-1911 could be a promising therapeutic strategy to sensitize HR-proficient CRPC tumors to PARPi. To this end, we inoculated (s.c.) Nod-SCID mice with 22Rv1 cells. After the tumors reached 100 mm³, we initiated 4 treatment arms: vehicle, VIC-1911 (30 mg/kg), olaparib (50 mg/kg), or their combination. To enable us to assess the effects of the drug combination, we reduced the VIC-1911 therapeutic dose to half of the previously tested amount to avoid complete tumor killing as a single agent. We observed that this half dose of VIC-1911 alone only slightly reduced 22Rv1 xenograft tumor growth, whereas olaparib, as a single agent, did not show a clear antitumor effect in these HR-proficient cells. Remarkably, the combination of VIC-1911 and olaparib abolished tumor growth after 14 days of treatment (Figure 6D). Once more, there was no apparent effect on the body weight of the treated mice, suggesting tolerability of the drug combination (Supplemental Figure 6C). IHC analysis of endpoint 22Rv1 tumors revealed that VIC-1911, at this half dose, already led to some patches of decreased Ki67, whereas olaparib did not reduce Ki67, consistent with its lack of tumor inhibition in this HR-proficient model (Figure 6E and Supplemental Figure 6D). Despite their strong combinatorial antitumor effects, there was no further decrease in Ki67 in tumors treated with the VIC-1911 and PARPi combination. Notably, previous studies have reported that cells arrested at G2/M can remain positive for Ki67 (37), which is maximally expressed in the G2/M phase (38). Moreover, clinical evidence indicates that changes in Ki67 expression do not necessarily correlate directly with tumor response to therapy (39). Surprisingly, cleaved caspase-3 staining showed increased apoptosis in tumors treated with VIC-1911, but this effect was also not further augmented by combination with olaparib (Supplemental Figure 6E), suggesting other cell death pathways, such as necrosis and autophagy, which have been associated with mitotic catastrophe (40). Moreover, γH2AX accumulation in tumors was markedly enhanced by combination treatment, indicating severe DNA damage relative to tumors treated with either agent alone (Figure 6E), consistent with our earlier data (Figure 5, F and G) showing that VIC-1911 inhibits HR repair initiated by olaparib. Taken together, these results indicate that the drug combination synergistically inhibits PCa tumor growth primarily by inducing mitotic catastrophe and massive DNA damage. Our findings underscore the preclinical significance and safety of using VIC-1911 to sensitize PCa, including HR-proficient PCa cells, to PARP inhibitors.

## Discussion

Our study demonstrated that VIC-1911 is a highly selective and potent inhibitor of AURKA across a diverse panel of PCa cell lines, including both AR-positive and AR-negative cell lines. VIC-1911 effectively suppressed AURKA activity, as evidenced by reduced phosphorylation of both AURKA and its substrate TACC3, while sparing AURKB and AURKC even at concentrations up to 1,000-fold higher in some cells. This level of biochemical selectivity distinguishes VIC-1911 from earlier-generation Aurora kinase inhibitors, which often exhibit off-target effects and broader toxicity profiles (13). Functionally, VIC-1911 treatment resulted in dose-dependent suppression of growth across all tested PCa cell lines. AR-positive cells such as VCaP, 22Rv1, and C4-2B were particularly sensitive, with IC_50_ values below 1 μM. In contrast, AR-negative cells (PC3, DU145) exhibited reduced sensitivity despite comparable AURKA inhibition. This difference may reflect previously reported resistance of AR-negative PCa cells to G2/M arrest and mitotic checkpoint engagement, potentially due to compensatory survival pathways (23, 24). Nevertheless, the ability of VIC-1911 to inhibit colony formation and suppress growth even in these more resistant models highlights its broad antitumor potential.

Mechanistically, our transcriptomic and biochemical analyses revealed that AURKA inhibition by VIC-1911 triggers mitotic defects, DNA damage, and apoptosis. VIC-1911 activated the p53 pathway, which responds to DNA damage and may trigger cell cycle arrest, while concurrently repressing proliferative pathways, such as mTORC1. This transcriptional reprogramming was accompanied by robust phosphorylation of γH2AX, indicative of DSBs, and by activation of the DNA damage sensors ATR, ATM, and KAP1. Importantly, these molecular changes were associated with increased cleaved caspase-3 levels, suggesting commitment to apoptosis. Confocal microscopy further confirmed that VIC-1911 induces classical hallmarks of mitotic catastrophe, including prometaphase arrest and spindle abnormalities, as well as DSBs marked by γH2AX, thereby linking AURKA inhibition to lethal mitotic failure.

Clinical studies have shown that approximately one-quarter of patients with mCRPC harbor mutations in genes involved in HR repair, including *BRCA1*, *BRCA2*, *ATM*, *CHEK2*, *FANCA*, *HDAC2*, and others (19, 41, 42). A significant clinical advancement has been the demonstration that prostate tumors harboring HR mutations are susceptible to PARP inhibition (19, 33, 42). The cytotoxic effect of PARPi is believed to result, at least in part, from the trapping of the PARPi complex on single-stranded DNA, which stalls replication and leads to replication fork collapse and cell death, particularly in cells deficient in HR repair (43–45). Therapeutic strategies capable of inducing a BRCAness phenotype, therefore, hold substantial potential to expand the clinical utility of PARPi. Along these lines, our findings reveal that the selective AURKA inhibitor VIC-1911 markedly enhanced the antitumor activity of PARPi in a panel of PCa cells with diverse sensitivity to olaparib as a single agent. Mechanistically, VIC-1911 induced functional BRCAness by promoting mitotic defects and aberrant chromosome segregation, thereby compromising HR repair of DSBs in otherwise HR-proficient cells (Figure 6F). Of note, our data suggest that VIC-1911 did not directly impair the HR machinery, in contrast to previous studies done in other cancers (46). Rather, mitotic arrest can lead to chromosomal condensation, restricting access of the large HR repair machinery to the sites of DSBs, and sister-chromatid mis-segregation, compromising HR repair (47). Our data showed that the benefit of VIC-1911 and PARPi is widely applicable for various PCa cell lines, suggesting that AURKA inhibition may sensitize a broader range of tumors to PARPi-based regimens.

These observations in vitro translated robustly into efficacy in vivo. As a monotherapy, VIC-1911 significantly inhibited tumor growth in both AR-positive (22Rv1) and AR-negative (LuCaP93) xenograft models, with no detectable toxicity, as evidenced by stable body weights. Importantly, VIC-1911 effectively abrogated phospho-AURKA levels and induced cleaved caspase-3 in tumor tissues, confirming on-target activity and apoptosis induction. When combined with olaparib in a 22Rv1 xenograft model, even a reduced dose of VIC-1911, insufficient to cause tumor regression as a single agent, potentiated olaparib to significantly suppress tumor growth. This combination also led to strong γH2AX staining in tumor tissues, consistent with enhanced DNA damage being the underlying mechanism for the combinatorial effect (Figure 6F). 

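In C4-2B cells treated for 7 days with VIC-1911 and olaparib in culture, the 20 tested NF-kB target genes, which respond to TNF-α, had a median log2 fold change of 0.47 against vehicle, and 17 of them had a higher level (camera, adjusted p = 2.6e-04). The list passed the threshold with fry (adjusted p = 1.1e-06) and with the correlation estimated from the libraries (adjusted p = 0.0490). Adjusted over the list alone, 12 NF-kB targets were higher and 1 was lower, as over all genes tested, and 7 of the 35 listed genes are in the paper's Supplemental Table 3. Of the genes called higher, 7 were NF-kB targets, where 0.909 would be present by chance (one-sided Fisher's exact test, adjusted p = 1.1e-04). NFKB2, on chromosome 10 from 102394110 to 102402529, rose from 7.48 ± 0.656 to 16.6 ± 0.200 FPKM (SD, n = 3), a log2 fold change of 1.17 (standard error 0.06, adjusted p = 3.5e-16, edgeR's quasi-likelihood test). LIF, which is also in the p53 list, rose from 0.865 ± 0.0504 to 5.31 ± 0.111 FPKM (SD, n = 3), a log2 fold change of 2.60 (standard error 0.10, adjusted p = 7.0e-19, edgeR). IRF1 (chromosome 5) and RELB (chromosome 19) had log2 fold changes of 2.38 and 2.50 (edgeR, adjusted p = 3.1e-09 and 1.5e-07) at levels near 1 FPKM, and IL32 was at least 5.93-fold higher. In each of these 5 genes all 3 combination libraries lay above all 3 vehicle libraries. Under olaparib alone the list's median was 0.41 (camera, adjusted p = 0.00713), with 5 genes called higher (0.726 by chance, adjusted p = 0.00281, one-sided Fisher's exact test). Under VIC-1911 alone it was 0.29 (camera, adjusted p = 0.172), with 3 genes called higher (adjusted p = 0.110, one-sided Fisher's exact test). Of these 3 genes, RELB had an adjusted p-value of 0.0689 without vehicle replicate 2, and IL32 had one of 0.0674 without vehicle replicate 1. With fry the list passed under olaparib alone and under VIC-1911 alone (adjusted p = 3.4e-05 and 1.1e-04). In camera with the estimated correlation it passed under neither (adjusted p = 0.179 and 0.338). Between the combination and olaparib, compared within one run of libraries, the list's median was 0.19 (camera, adjusted p = 7.1e-04). The apoptosis list had a median log2 fold change of 0.37 under the combination, with 22 of 29 genes higher (camera, adjusted p = 5.1e-04, and 0.0806 with the estimated correlation). Its genes called higher were BAX, BBC3 and FAS, with log2 fold changes of 1.86, 1.24 and 2.22, a number not past chance (one-sided Fisher's exact test, adjusted p = 0.464), and PMAIP1 fell by 1.23 on the log2 scale. Counted with p-values adjusted over the list alone, 18 apoptosis genes were higher and 2 were lower, against 18 and 1 over all genes tested. Under VIC-1911 and olaparib alone the apoptosis list had medians of 0.14 (camera, adjusted p = 0.0399) and 0.32 (adjusted p = 0.00138).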

As there were no combinatorial reductions in apoptotic markers at the endpoint tumors, we believe that tumor cells may have died via other cell death pathways in vivo, such as necrosis, consistent with TNF-α signaling being a top molecular pathway enriched by VIC-1911/PARPi combination–induced genes (Supplemental Figure 5A).

Collectively, our findings position VIC-1911 as a next-generation AURKA inhibitor with enhanced selectivity, potent antitumor activity, and a clear mechanistic basis for inducing mitotic catastrophe and massive DNA damage across diverse PCa cell types. Given the critical role of AURKA in advanced PCa, VIC-1911, as a single agent, may offer a promising therapeutic strategy targeting a wide spectrum of PCa. Our study further provides preclinical evidence for using VIC-1911 in combination with DNA repair–targeted therapies such as ATRi and ATMi in PCa. Most importantly, our study demonstrates that VIC-1911 triggers a functional BRCAness phenotype by inducing mitotic defects, thereby compromising HR and sensitizing HR-proficient PCa cells to PARPi (Figure 6F). These findings support the clinical development of the AURKA inhibitor VIC-1911 as a combination partner for PARPi, representing a promising strategy to expand the therapeutic utility of PARP inhibition in advanced PCa and potentially across additional cancer types.

## Methods

### Sex as a biological variable.

Given that PCa affects only males, the animal study utilized exclusively male mice.

### Cell culture and reagents.

C4-2B, LNCaP, 22Rv1, PC3, DU145, and VCaP cell lines were obtained from the ATCC. LAPC4 was a gift from Jiaoti Huang (Duke University, Durham, North Carolina, USA). LNCaP, C4-2B, 22Rv1, DU145, and PC3 cells were cultured in RPMI 1640 (Gibco) with 10% FBS and 1% penicillin/streptomycin. VCaP cells were cultured in DMEM (ATCC) with 10% FBS and 1% penicillin/streptomycin. LAPC4 were cultured in 10% FBS and 1% penicillin/streptomycin in IMDM (Gibco). The cells were maintained at 37°C in a humidified incubator with 5% CO_2_. Olaparib, talazoparib, and nocodazole were purchased from TargetMol, and ceralasertib (ATRi) and lartesertib (ATMi) were purchased from MedChemExpress. VIC-1911 was provided by VITRAC Therapeutics LLC. Saruparib was provided in-house. All compounds were dissolved in DMSO for cell culture studies. All cell lines were authenticated annually and routinely confirmed to be free of mycoplasma by PCR (48).

### Immunoblotting.

Total protein lysates were prepared by washing cells once with PBS, followed by lysis through 5-minute boiling in 1× SDS lysis buffer (2% SDS, 10% glycerol, 62.5 mM Tris-HCl, pH 6.8) supplemented with protease (Roche) and phosphatase (Thermo Fisher Scientific) inhibitors. Proteins (20–40 μg) were resolved in 10% SDS-PAGE gel and then transferred onto PVDF membranes (MilliporeSigma). After blocking the membranes with 5% fat-free milk to total protein or 3% BSA for phospho-protein in TBST for 1 hour at room temperature, the membranes were incubated with appropriate dilutions of specific primary antibodies in blocking buffer overnight at 4°C. After washing, the blots were incubated with HRP-conjugated secondary antibodies for 1 hour and visualized using the ECL substrate (Amersham) and a ChemiDoc imaging system (Bio-Rad).

The following antibodies were used: anti-phospho-aurora A (Thr288)/B(Thr232)/C(Thr198) (Cell Signaling Technology, 2914), anti-pTACC3 (Ser558) (Cell Signaling Technology, 8842), anti-TACC3 (Cell Signaling Technology, 8069), anti-Aurora A (Cell Signaling Technology, 91590), anti-pATM (Ser1981) (Abclonal, AP1030), anti-pKAP1(Ser824) (Cell Signaling Technology, 4127), anti-actin (Santa Cruz Biotechnology, SC-47778), anti-cleaved caspase-3 (Cell Signaling Technology, 9664S), anti-phospho-γH2AX (S139) (Abcam, ab2893), anti-cleaved PARP (Cell Signaling Technology, 5625S), anti-GAPDH (Cell Signaling Technology, 2118S), anti-p21 (Cell Signaling Technology, 2947S), anti-ERK1/2 (Santa Cruz Biotechnology, sc-398015), anti-pERK1/2 (Thr202/Tyr204) (Cell Signaling Technology, 9101), anti-pAKT (Cell Signaling Technology, 4060), anti-AKT (Cell Signaling Technology, 4691), anti-RAD51 (Calbiochem, PC130), anti-pATR (T1989) (GeneTex, GTX128145), anti-ATR (Cell Signaling Technology, 2851), and anti-Vinculin (Abcam, ab129002).

### Cell proliferation (IncuCyte), cell viability, and colony formation assays.

Cell proliferation was monitored using the IncuCyte Live-Cell Imaging System (Sartorius Biotech), following the manufacturer’s instructions. Briefly, 3,000–5,000 cells were seeded per well in a 96-well plate. The following day, drug treatments were applied as designated, and images were acquired every 2 hours until the cells reached full confluence.

Cell viability was assessed using the CellTiter-Glo Luminescent Cell Viability Assay (Promega) according to the manufacturer’s instructions. Briefly, 3,000–5,000 cells were seeded in 96-well white opaque plates. The following day, cells were treated with a serial dilution of the indicated compounds for a total of 7 days. On day 4, the treatment media was replenished with fresh media containing the corresponding drug concentrations. At the endpoint, CellTiter-Glo reagent was added to each well, and luminescence was measured using a plate reader (BioTek).

For the colony formation assay, 6,000–10,000 cells per well were seeded in a 6-well plate and treated with varying doses of VIC-1911 for 7 days. The following day, the cells were treated with varying doses of VIC-1911 and incubated for 7 days. At the endpoint, colonies were fixed with 4% paraformaldehyde, stained with 0.5% crystal violet in 25% methanol for 15 minutes, gently washed with tap water, air-dried overnight, and imaged using the ChemiDoc imaging system (Bio-Rad).

### RNA isolation and RNA-Seq.

Total RNA was isolated from cells with the NucleoSpin RNA isolation kit (Takara). ReverTra Ace qPCR RT Master Mix kit (Toyobo) was used for RNA reverse transcription. For RNA-Seq, total RNA was isolated as described above. RNA-Seq libraries were prepared from 0.5 μg high-quality DNA-free RNA using NEBNext Ultra II RNA Library Prep kit, according to the manufacturer’s instructions. The libraries passing quality control (equal size distribution of 250–400 bp, no adapter contamination peaks, no degradation peaks) were quantified using the Library Quantification kit from Illumina (Kapa Biosystems, KK4603). Libraries were pooled to a final concentration of 10 nM and sequenced paired-end using the Illumina HiSeq 4000.

### Immunofluorescence.

Cells were seeded on poly-D-lysine–coated coverslips, and the designated treatments were initiated the following day. After treatment, cells were fixed with 4% paraformaldehyde for 15 minutes at room temperature and permeabilized with 0.1% Triton X-100 for 15 minutes. After 3 PBS washes, cells were blocked with 5% BSA in PBS for 30 minutes and then incubated overnight at 4°C with primary antibodies diluted in blocking buffer in a humidified chamber. The following primary antibodies were used: anti-phospho-γH2AX (S139) (Abcam, ab2893) and anti-tubulin (Proteintech, 11224-1-AP). After 3 washes, cells were incubated with Alexa Fluor 488–conjugated or Alexa Fluor 594–conjugated secondary antibodies (Invitrogen) for 1 hour at room temperature. Nuclei were counterstained with DAPI. Coverslips were mounted using ProLong Gold Antifade reagent (Invitrogen) and imaged using a Leica Stellaris confocal laser microscope system. Images were processed using ImageJ (NIH).

For assessing RAD51 foci formation, C4-2B or PC3 cells were grown on coverslips and treated with the indicated dosages of VIC-1911 or olaparib (Selleck Chem, S1060), or a combination of both, for 24 hours. After treatment, coverslips were washed 3 times with PBS and fixed in 4% PFA at room temperature for 15 minutes, then permeabilized with 0.01% PBST (PBS with Triton X-100) for 5 minutes. Cells were washed and then blocked for 1 hour with 5% BSA at room temperature and incubated with the indicated primary antibody overnight at 4°C in a humidified condition. The next day, cells were washed 3 times for 5 minutes each using 5% BSA in PBS and then further incubated with secondary antibodies (rabbit Alexa Fluor 488, A-11008; mouse Alexa Fluor 555, A-21422 (Invitrogen) for 1 hour at 37°C. To visualize nuclei, cells were stained with DAPI and mounted on cover slides. To plot the graph showing the percentage of cells positive for RAD51 foci, each field was counted manually. Specifically, 50 fields were analyzed per experimental condition, totaling 150 fields across 3 technical replicates. Immunofluorescence signals were visualized either by a Leica SP8 inverted confocal microscope at 63× magnification or on a Zeiss Observer Z1 microscope equipped with AxioVision Rel 4.8 software.

### IHC.

IHC was performed on paraffin-embedded tissue sections. After deparaffinization and rehydration, antigen retrieval was conducted using citrate buffer (Invitrogen) according to the manufacturer’s protocol. Slides were permeabilized with 0.5% Triton X-100 and blocked using a ready-to-use Vectastain kit (Vector Laboratories) per the manufacturer’s instructions. Primary antibody incubation was performed overnight at 4°C in a humidity chamber. The following antibodies were used: anti-phospho-aurora A (Thr288) (Cell Signaling Technology, 3079), anti-synaptophysin (SYP) (Santa Cruz Biotechnology, sc-17750), anti-cleaved caspase-3 (Cell Signaling Technology, 9664S), anti-phospho-γH2AX (Ser139) (Abcam, ab2893), and anti-Ki67 (Abcam, ab16667). After 3 washes with 1× Tris-buffered saline (TBS) for 5 minutes each, detection was performed using the Vectastain ABC kit (Vector Laboratories), and signals were visualized with DAB incubation for 1–2 minutes at room temperature. Slides were counterstained with hematoxylin for 15 seconds, rinsed with tap water, dehydrated through graded ethanol washes, cleared in xylene, and mounted using Permount (Fisher Chemical). Imaging was conducted using an Olympus BX41 microscope equipped with an Olympus U-TV0.5XC-3 camera.

### DR-GFP reporter assay.

To measure HR efficacy, 50,000 U2OS cells/mL (6 cm plate, 3 mL total) stably expressing the DR-GFP reporter were transfected with 2.5 μg of the I-SceI plasmid. At 24 hours after transfection, fresh medium was added, and the next day, cells were treated with the indicated doses of olaparib, VIC-1911, or both for 24 hours. Then, the cells were washed twice with ice-cold PBS and resuspended in 500 μL PBS and subjected to flow cytometry analysis (Aurora Cytek) to measure the percentage of GFP-positive cells. The experiment was also repeated with the VIC-1911 combination with talazoparib.

### Xenograft mouse experiments.

For evaluation of VIC-1911 as a monotherapy, NSG male mice (The Jackson Laboratory; strain 005557), aged 5–8 weeks, were s.c. inoculated in the right dorsal flank with 1 × 10^6^ 22Rv1 cells suspended in a 1:1 solution of Cultrex UltiMatrix (R&D Systems) and PBS. After tumors reached approximately 100 mm^3^, tumor-bearing mice were randomized into 2 treatment arms: vehicle (0.5% hydroxypropyl methylcellulose in distilled water) or VIC-1911 (60 mg/kg). Treatments were administered orally, twice a day, every day for 2 weeks. In a separate experiment, NSG mice were s.c. grafted with LuCaP93 tumors in both dorsal flanks. After tumors on either side reached approximately 100 mm^3^, treatment was initiated using the same dosing regimen.

For evaluation of VIC-1911 in combination with PARP inhibition, NSG male mice were s.c. inoculated in the right dorsal flank with 1 × 10^6^ 22Rv1 cells. After tumors reached approximately 100 mm^3^, tumor-bearing mice were randomized into 4 treatment arms: vehicle (0.5% hydroxypropyl methylcellulose in distilled water), VIC-1911 (30 mg/kg, twice a day), olaparib (50 mg/kg, once a day), or the combination of both. Treatments were administered on a 5-day-on, 2-day-off schedule. Tumor dimensions were measured twice weekly using calipers, and volumes were calculated using the formula (length × width^2^ × 0.5). Mouse body weight was monitored weekly. At the study endpoint, mice were euthanized, and tumors were excised, fixed in 10% neutral-buffered formalin, and processed for paraffin embedding.

### Bioinformatics analysis.

RNA-Seq reads were filtered with Trimmomatic (v0.39) to remove adaptor reads. The reads were mapped to the NCBI’s human genome GRCh38 and quantified at the gene level using STAR (v1.5.2). FPKM (fragments per kilobase of transcript per million mapped reads) values were calculated by an in-house Perl script. BedGraph files were generated with Homer (v4.11). Differential gene expression analysis was performed by the R Bioconductor DESeq2 package (v3.21) with shrinkage estimation for dispersions. GSEA was performed using the R package with the gene set collection Human MSigDB (v2023.2) following the manufacturer’s instructions.

### Statistics.

One-way ANOVA followed by Dunnett’s multiple-comparison test was used to analyze data involving 4 independent groups. Two-way ANOVA with Bonferroni’s multiple-comparison correction was used for experiments involving repeated measurements across 4 groups. A *P* value less than 0.05 was considered statistically significant. All statistical analyses were performed using GraphPad Prism version 10.

### Study approval.

The animal study of the combinatorial treatment of VIC-1911 and olaparib was approved by the Emory University IACUC. Separately, a study evaluating VIC-1911 treatment as a monotherapy was approved by the IACUC office at Northwestern University.

### Data availability.

All next generation sequencing data generated in this study have been uploaded to the NCBI’s Gene Expression Omnibus (GEO GSE318076). Raw data and calculations are available in the Supporting Data Values file and from the corresponding author upon request. Analytic code is available from the corresponding author upon request.

## Author contributions

GG and JY conceived the project and designed the experiments. GG, SKR, HS, WX, QTTN, SS, and QC performed experiments and generated original figures. WX, HS, and SS performed animal experiments. JCZ, QC, and GG conducted bioinformatic and statistical analysis. TJM was included in the initial project discussions with JY and MH and provided VIC-1911. MH, SEF, and MAB provided critical insights from the clinical perspective. DSY and SKR provided guidance on DNA damage studies and saruparib. JY and GG wrote the manuscript. All authors read and commented on the manuscript.

## Conflict of interest

TM is employed at VITRAC Therapeutics LLC.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH/NCI 5 T32 CA260293-02 (to GG).
- Department of Defense PC220607 (to JY).
- Prostate Cancer Foundation Challenge Award 2017CHAL2008 (to JY).
- NIH/NCI R01CA178999, R01CA254403, R01CA301614, and U54CA274513 (to DSY).
- Department of Defense BC220744 (to DSY).
- Department of Defense LC240534 (to SKR).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
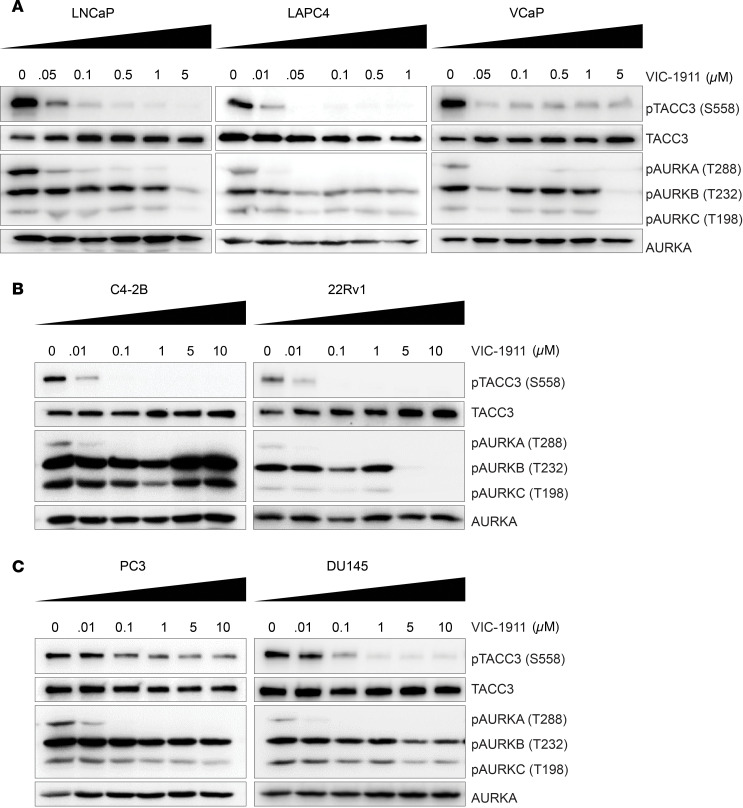
VIC-1911 robustly inhibits AURKA activities in a diverse panel of PCa cells. (**A**–**C**). Immunoblotting images show a gradual decrease in phospho-TACC3 and phospho-AURKA levels with increasing doses of VIC-1911 in AR-positive, androgen-dependent PCa cells (**A**), AR-positive, androgen-independent PCa cells (**B**), and AR-negative PCa cells (**C**). Cells were synchronized by overnight exposure to nocodazole (100 ng/mL) and cotreated with VIC-1911 for 24 hours.

**Figure 2:**
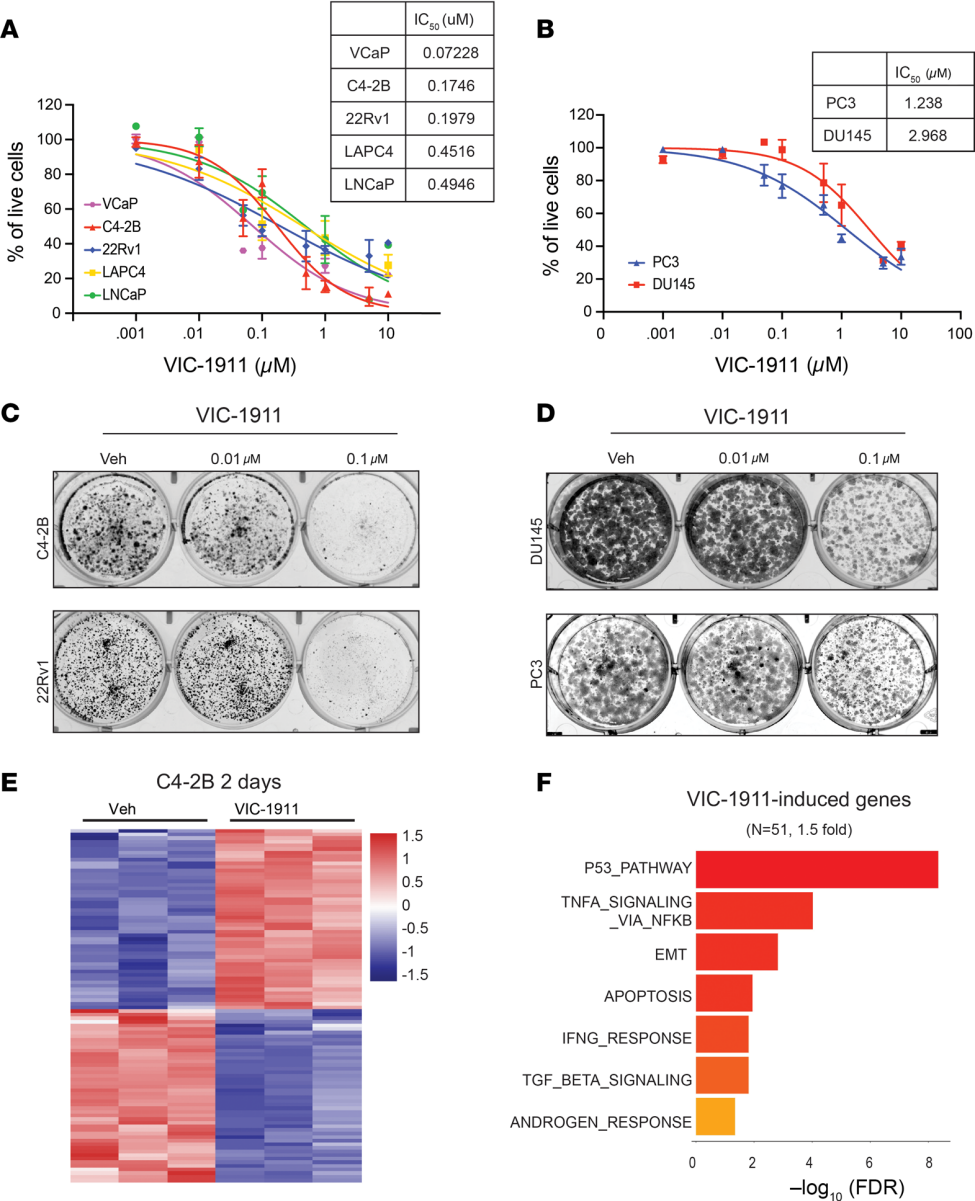
VIC-1911 inhibits cell growth and activates the P53 pathway. (**A** and **B**) Dose-response curves after 7 days of treatment with VIC-1911 of AR-positive (**A**) and AR-negative (**B**) PCa cell lines. Data are presented as mean ± SEM (*n* = 2 independent experiments). IC_50_ concentrations in PCa cell lines were calculated by the normalized response variable slope equation using GraphPad Prism 10. (**C** and **D**) Colony formation assay shows VIC-1911 inhibits PCa cell survival. A total of 6,000–10,000 cells/well of AR-positive (**C**) and AR-negative (**D**) PCa cell lines were seeded on 6-well plates and grown in the presence of different doses of VIC-1911 for 7 days, fixed, stained, and imaged. Representative experiments of *n* = 3 are presented. (**E** and **F**) C4-2B cells were subjected to triplicate RNA-Seq analyses after 48 hours of treatment with vehicle or VIC-1911 (0.1 μM). (**E**) Gene expression heatmap shows 50 upregulated and 48 repressed differentially expressed genes with 1.5-fold change. (**F**) Gene ontology analysis reveals a list of HALLMARK concepts that are induced by VIC-1911 treatment in C4-2B cells.

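Beside the p53, NF-kB and apoptosis lists, lists of androgen response and interferon response genes were tested in the cells treated with VIC-1911 for 48 hours. Of 32 androgen response genes, 30 had a higher level than under vehicle, with a median log2 fold change of 0.36 (camera, adjusted p = 2.8e-28), and 5 were called higher (one-sided Fisher's exact test, adjusted p = 4.1e-05). Adjusted over the list alone, 24 of them were higher and 2 were lower, against 23 and 1 over all genes tested. ELL2, on chromosome 5, had the smallest adjusted p-value of the list, with a log2 fold change of 0.63 (standard error 0.05, adjusted p = 6.9e-12, edgeR's quasi-likelihood test), and it overlaps a neighboring gene. MAF, on chromosome 16, had a log2 fold change of 1.30 (standard error 0.11, adjusted p = 2.8e-11, edgeR), and its annotated span overlaps WWOX. The 23 interferon response genes had a median log2 fold change of -0.13 (camera, adjusted p = 0.564).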

**Figure 3:**
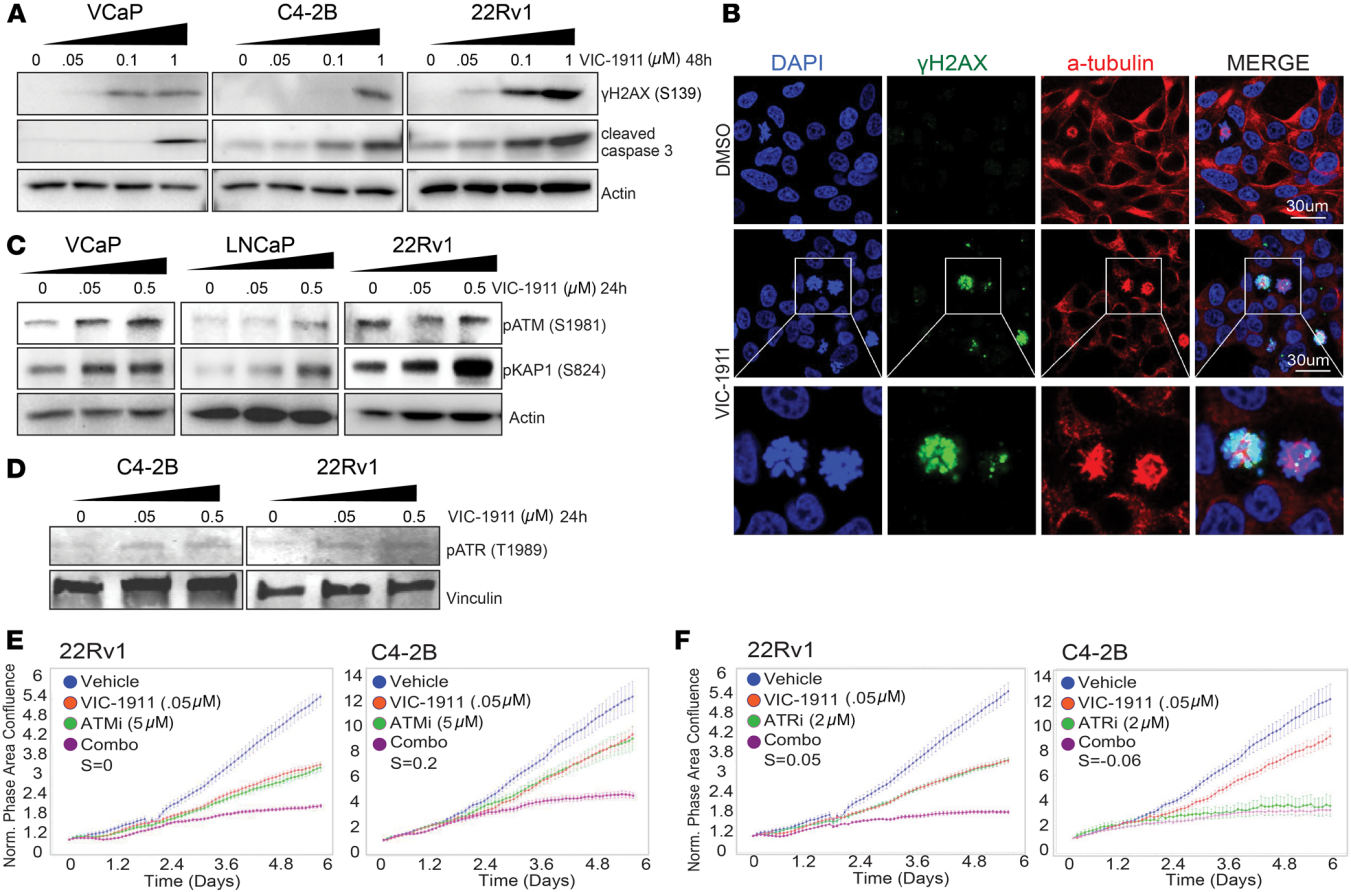
VIC-1911 induces mitotic defects, DNA damage, and apoptosis in PCa cells. (**A**) Immunoblotting analysis shows a dose-dependent increase in cleaved caspase-3 and phospho-γH2AX (S139) in response to 48 hours of incubation with increasing doses of VIC-1911. (**B**) VIC-1911 treatment induces mitotic abnormalities. Representative immunofluorescent images show increased nuclear-specific phospho-γH2AX (S139) staining in C4-2B cells with mitotic defects after 24 hours of treatment with 0.1 μM of VIC-1911. Scale bar: 30 μm. (**C**) Immunoblotting images show a gradually increasing level of phospho-ATM (S1981) in pKAP1 (S824) in response to 24 hours of treatment with increasing doses of VIC-1911. (**D**) Immunoblotting images show a gradually increasing level of phospho-ATR (T1989) in response to 24 hours of treatment with increasing doses of VIC-1911. (**E**) VIC-1911 in combination with lartesertib (ATMi) reduces the proliferation of AR-positive CRPC cells. Relative cell confluence was assessed using IncuCyte live-cell imaging. (**F**) VIC-1911 in combination with ceralasertib (ATRi) reduces the proliferation of AR-positive CRPC cells. Relativ e cell confluence was assessed using IncuCyte live-cell imaging. Bliss coefficient (S): S = 0 indicates an additive effect, S > 0 indicates synergy, and S < 0 indicates antagonism. The IncuCyte experiments were run once.

**Figure 4:**
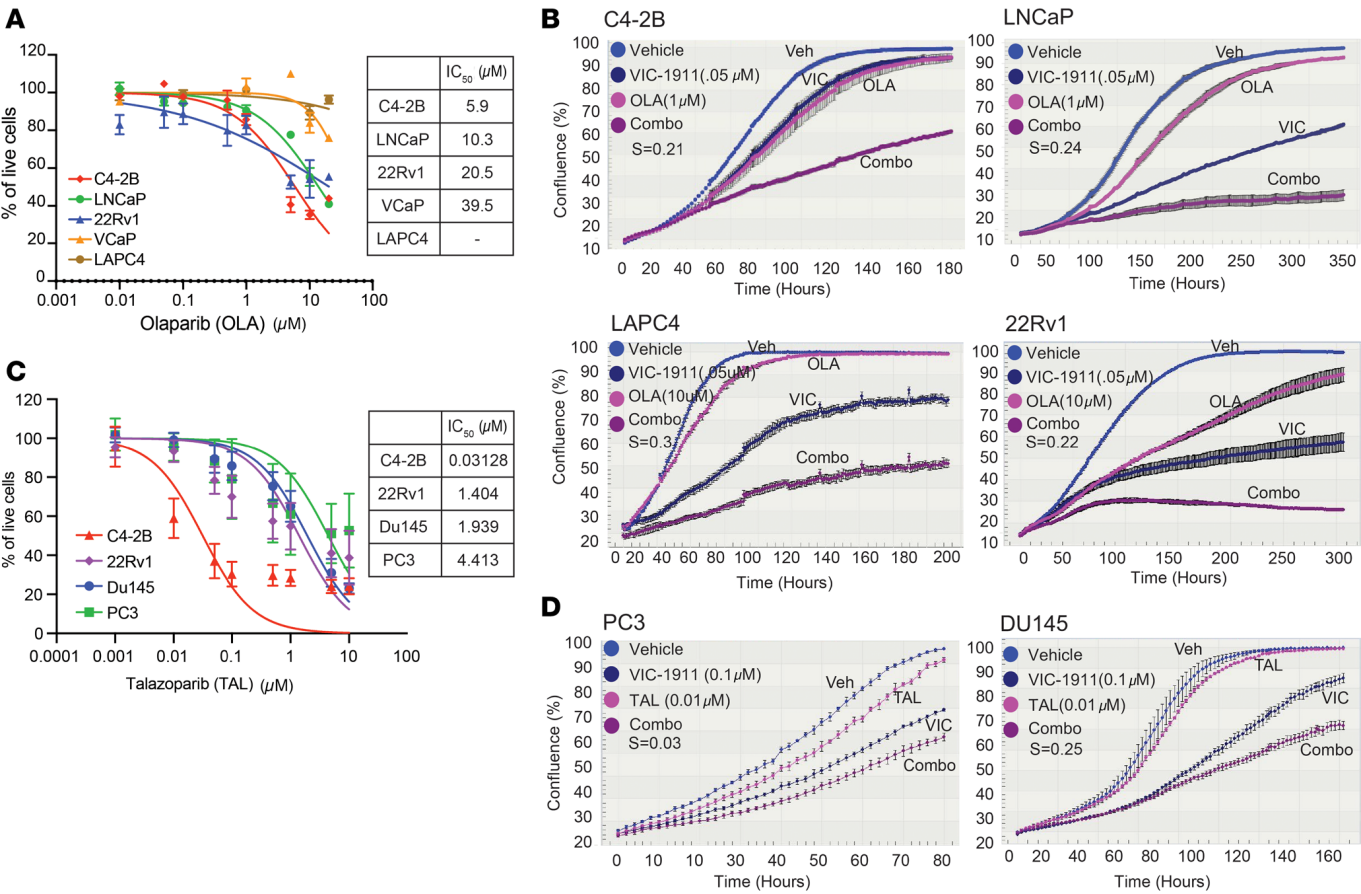
VIC-1911 acts synergistically with PARPi to inhibit PCa cell growth in vitro. (**A**) Dose-response curves after 7 days of treatment with olaparib of AR-positive PCa cell lines. Data are presented as mean ± SD (*n* = 3 independent experiments); the IC_50_ concentrations were calculated by the normalized response variable slope equation using GraphPad Prism 10. (**B**) VIC-1911 in combination with olaparib reduces the proliferation of AR-positive PCa cells. Relative cell confluence was assessed using IncuCyte live-cell imaging. The representative experiment of *n* = 3 replicates is presented. (**C**) Dose-response curves after 7 days of treatment with talazoparib of AR-positive and AR-negative CRPC cell lines. Data are presented as mean ± SD (*n* = 3 independent experiments). (**D**) VIC-1911 in combination with talazoparib reduces the proliferation of AR-negative CRPC cells. Relative cell confluence was evaluated using IncuCyte live-cell imaging. Bliss coefficient (S): S = 0 indicates an additive effect, S > 0 indicates synergy, and S < 0 indicates antagonism. The representative experiment of *n* = 3 replicates is presented.

**Figure 5:**
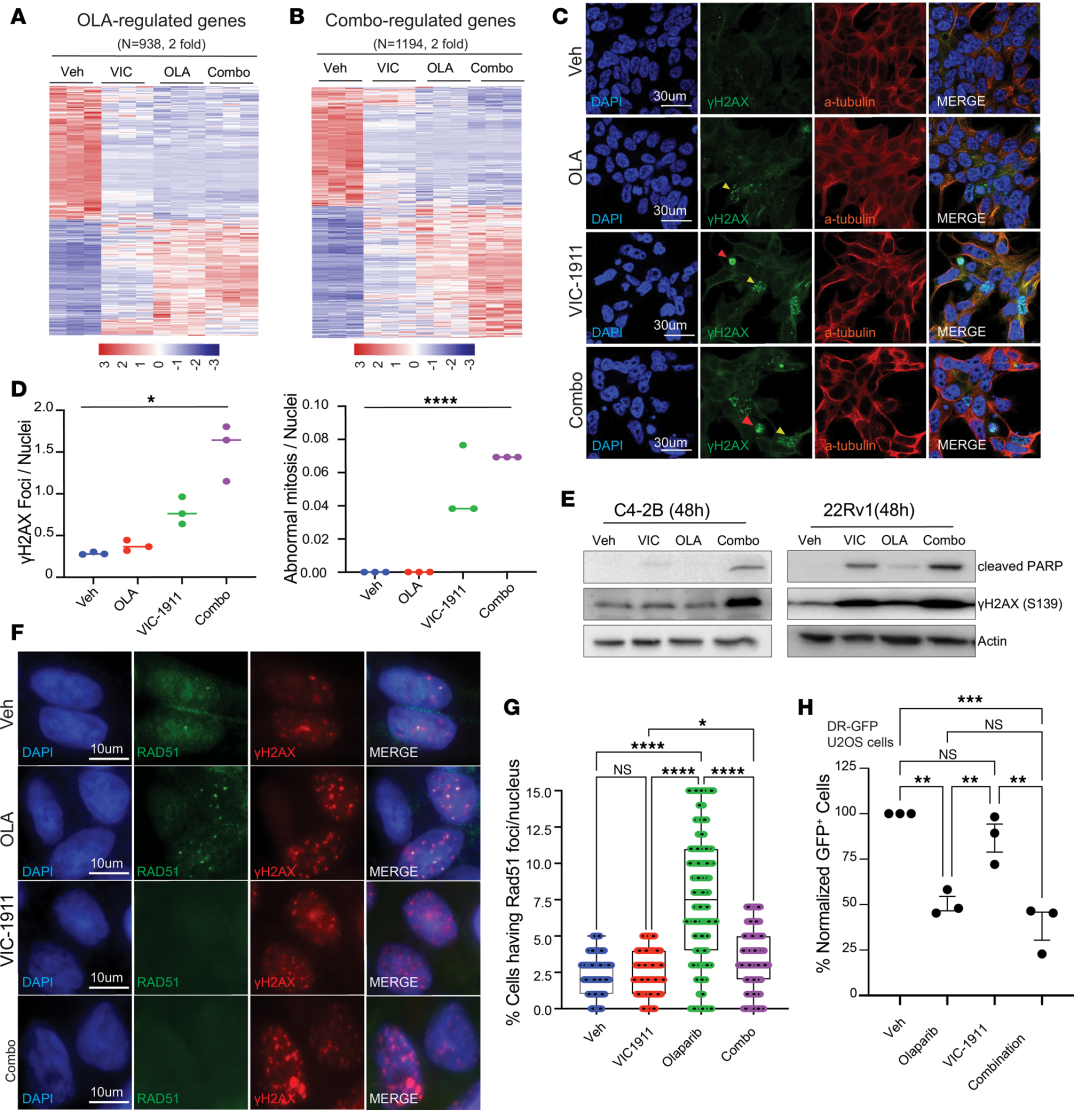
VIC-1911 induces mitotic defects and functional BRCAness, abolishing HR repair after PARP inhibition. (**A** and **B**) C4-2B cells were subjected to RNA-Seq analyses in triplicate after 7 days of treatment with vehicle or VIC-1911 (0.1 μM), olaparib (1 μM), or a combination of both. The heatmaps display upregulated and downregulated genes with a 2-fold change for olaparib and VIC-1911/PARPi combination. (**C**) VIC-1911 combined with olaparib increases the number of γH2AX nuclear foci and abnormal mitosis sites: 22Rv1 cells were treated with either vehicle, olaparib (1 μM), VIC-1911 (0.1 μM), or both for 24 hours, fixed, and subjected to confocal imaging, which revealed an increased number of nuclear γH2AX foci (yellow arrowheads) and abnormal mitotic sites (red arrowheads) in cells subjected to VIC-1911 and PARPi combination treatment. Scale bar: 30 μm. (**D**) Scatter plots show the quantification of γH2AX foci per nucleus (left) or the number of abnormal mitotic sites per nucleus (right) across 3 separate field views. Data are shown as mean ± SD, *P < 0.05, ****P < 0.0001, 1-way ANOVA combined with Dunnett’s multiple-comparison test (GraphPad Prism 10). (**E**) Immunoblotting analysis of the protein lysates derived from C4-2B or 22Rv1 cells treated with vehicle, VIC-1911 (0.1 μM), olaparib (1 μM), or a combination of both for 48 hours. (**F**) VIC-1911 in combination with olaparib inhibits olaparib-induced RAD51 foci. C4-2B cells were treated with either vehicle, olaparib (1 μM), VIC-1911 (0.1 μM), or both for 24 hours, fixed, and subjected to confocal imaging, which revealed an increased number of nuclear RAD51 foci in olaparib-treated cells, but not in cells treated with VIC-1911 or VIC-1911 and PARPi combination. Scale bar: 30 μm. (**G**) Scatter plot shows the quantification of RAD51 nuclear foci per view field; 150 fields per treatment were evaluated. *P < 0.05, **** *P* < 0.0001, 1-way ANOVA combined with Dunnett’s multiple-comparison test (GraphPad Prism 10). (**H**) Scatter plots show decreased GFP signal in DR-GFP reporter U2OS cells under olaparib (1 μM) and VIC-1911 and PARPi combination. However, no significant effect was observed under VIC-1911 (0.1 μM) treatment alone. **P < 0.01, ***P < 0.001, 1-way ANOVA combined with Dunnett’s multiple-comparison test (GraphPad Prism 10).

**Figure 6:**
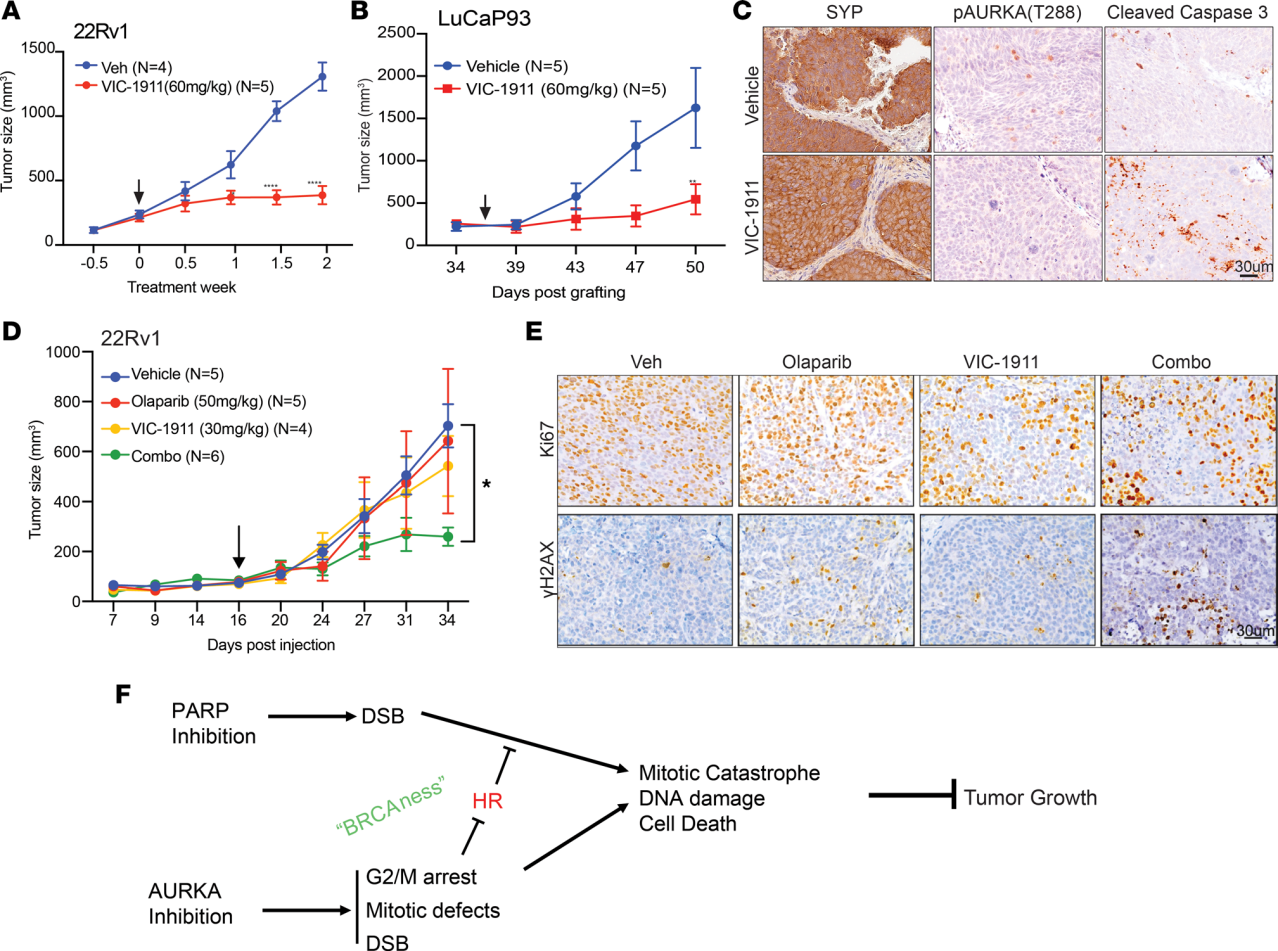
VIC-1911 significantly inhibits PCa tumor growth either as a single agent or in combination with PARPi. (**A**) VIC-1911 delays AR-positive CRPC tumor growth: 22Rv1 cells were s.c. injected into the right flank of Nod-SCID mice. Once tumors reached approximately 100 mm^3^, the mice were treated with either VIC-1911 (60 mg/kg) or vehicle for 2 weeks. Tumor growth data are shown as mean ± SEM. ****P < 0.0001, 2-way ANOVA repeated-measures test combined with Bonferroni’s multiple-comparison test. Arrow indicates starting point of treatment. (**B**) VIC-1911 delays AR-negative CRPC tumor growth. LuCaP93 patient-derived xenograft was s.c. grafted in flanks of Nod-SCID mice on both sides. Once the tumors reached approximately100 mm^3^, mice were started on treatment with either VIC-1911 (60 mg/kg) or vehicle for 2 weeks. Tumor growth data are shown as mean ± SEM. **P < 0.01, 2-way ANOVA repeated-measures test combined with Bonferroni’s multiple-comparison test. Arrow indicates starting point of treatment. (**C**) Representative IHC images confirm the reduction of phospho-AURKA in VIC-1911–treated tumors and increased staining for cleaved caspase-3, an apoptosis marker. Synaptophysin (SYP) staining validates the neuroendocrine phenotype of the AR-negative CRPC tumors of LuCaP93. Scale bar: 30 μm. (**D**) 22Rv1 (0.5 × 10^6^) cells were s.c. injected into the right flanks of Nod-SCID mice. Sixteen days after inoculation, mice were treated with either vehicle, olaparib (50 mg/kg), VIC-1911 (30 mg/kg), or a combination of both for 2 weeks. Tumor growth data are shown as mean ± SEM. *P < 0.05, 2-way ANOVA repeated-measures test combined with Bonferroni’s multiple-comparison test. (**E**) Representative IHC images of tumor sections stained for Ki67 or phospho-γH2AX (S139) are shown. Scale bar: 30 μm. (**F**) A model depicting VIC-1911 induction of functional BRCAness, sensitizing PCa cells to PARP inhibitors. VIC-1911 triggers G2/M arrest and mitotic defects, thereby compromising HR repair of DSBs induced by VIC-1911 itself and by PARPi, leading to massive accumulation of DNA damage and mitotic catastrophe and synergistically inhibiting tumor growth.

# Supplementary material for: AURKA inhibitor VIC-1911 induces mitotic defects and functional BRCAness, sensitizing prostate cancer to PARP inhibition
**Source:** JCI Insight. 2026 Mar 31;11(9):e196665. doi: 10.1172/jci.insight.196665
**Supplement:** Supplemental data

## Supplementary Materials

### **AURKA inhibitor VIC-1911 induces mitotic defects and functional BRCAness, sensitizing prostate cancer to PARP inhibition**

Galina Gritsina<sup>1</sup>, Sandip Kumar Rath<sup>2</sup>, Hongshun Shi<sup>1</sup>, Qi Chu<sup>1</sup>, Wanqing Xie<sup>1</sup>, Que Thanh Thanh Nguyen<sup>1</sup>, Sambhavi Senthil<sup>1</sup>, Thomas Myers<sup>3</sup>, Mehmet A. Bilen<sup>4,5</sup>, Sarah E. Fenton<sup>6</sup>, Maha Hussain<sup>6</sup>, David S. Yu<sup>2,7</sup>, Jonathan C Zhao<sup>1,5,7</sup>, Jindan Yu<sup>1,5,7</sup>

<sup>3</sup>VITRAC Therapeutics LLC, Natick, MA, USA

### **Supplementary Figures**

Figure S1. VIC-1911 inhibits ERK1/2 but not AKT in PC cells

Figure S2. VIC-1911 inhibits cell growth across a diverse panel of PC cell lines.

Figure S3. VIC-1911 induces mitotic catastrophe and DNA damage in PC cells.

Figure S4. VIC-1911 enhances the anti-proliferative effects of saruparib in PC Cells.

Figure S5. VIC-1911 combination with olaparib promotes p53 pathway, mitotic arrest, and DNA damage, while inhibiting proliferative pathways and HR repair in PC.

Figure S6. VIC-1911 treatment is well-tolerated in mice, inhibits tumor growth, and induces apoptosis.

### **Supplementary Tables:**

Supplementary Table S1. C4-2B\_gene\_list\_2days\_1.5fold\_adjP0.05

Supplementary Table S2. Bliss Model

Supplementary Table S3. C4-2B\_gene\_list\_7days\_2fold\_adjP0.05

## Supplementary Figures

**A**

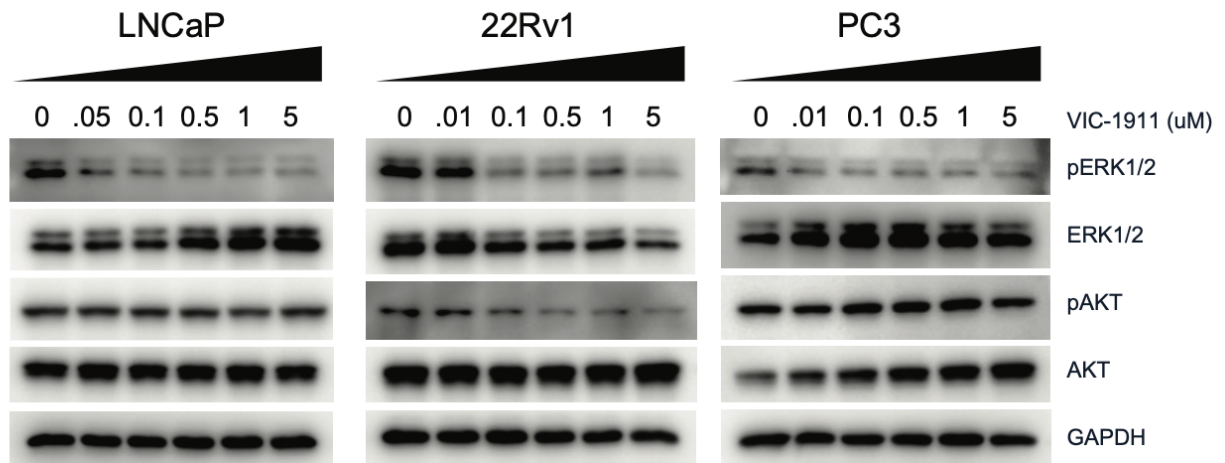

**Figure S1. VIC-1911 inhibits ERK1/2 but not AKT in PC cells**

(A) Immunoblotting images show a dose-dependent decrease in ERK1/2 phosphorylation under VIC-1911 treatment, while AKT phosphorylation remained largely intact. Cells were synchronized by overnight exposure to nocodazole (100 ng/ml) and co-treated with VIC-1911 for 24h.

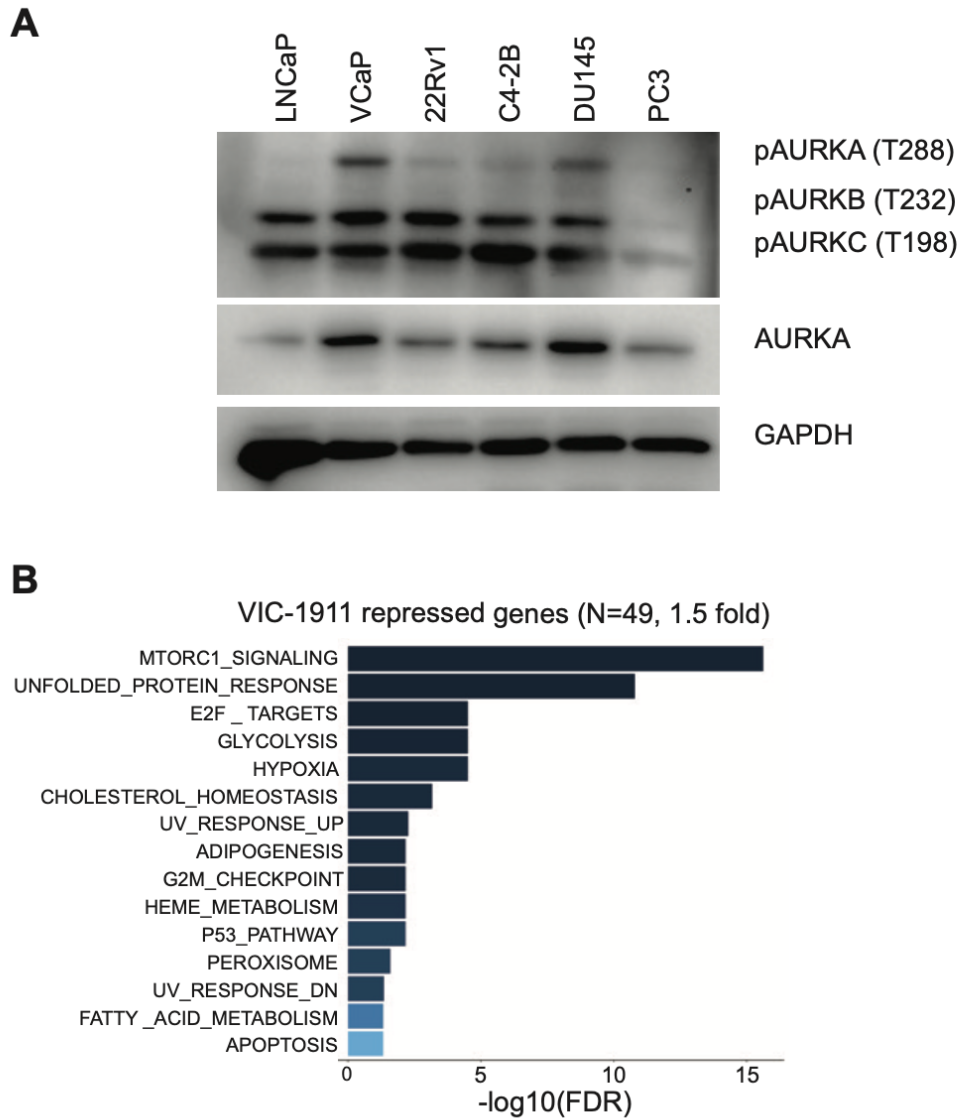

**Figure S2. VIC-1911 inhibits cell growth across a diverse panel of PC**

**(A)** Immunoblotting images demonstrate the baseline activation levels of AURKAs in unstimulated PC cells.

**(B)** Gene ontology research of differentially expressed genes for HALLMARK concepts that are repressed by VIC-1911 (0.1uM) treatment for 48 hours in C4-2B cells.

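Lists written for the same processes were tested in the cells treated with VIC-1911 for 48 hours. The E2F list had a median log2 fold change of -0.27, with 5 of 51 genes higher (camera, adjusted p = 3.8e-16), and the G2/M list a median of -0.18, with 8 of 56 genes higher (adjusted p = 4.0e-10). Counted with p-values adjusted over the list alone, 35 E2F genes and 26 G2/M genes were lower, against 31 and 23 over all genes tested. The homologous recombination list had a median of -0.23, with 6 of 36 genes higher (camera, adjusted p = 3.8e-06). In each of these lists 1 gene was called lower: TCF19 (log2 fold change -0.63), SKA1 (-0.66) and FANCG (-0.59), none of which made its list enriched among the called genes. The ER chaperone list, which stands for the unfolded protein response, had a median of 0.020 (camera, adjusted p = 0.791), the cholesterol synthesis list a median of 0.017 (adjusted p = 0.924), and the glycolysis list a median of -0.0047 (adjusted p = 0.278, in the higher direction). Without vehicle replicate 3, the glycolysis list was shifted upward past the threshold, with a median of 0.065 (adjusted p = 0.0148). ENO2, on chromosome 12, was the called glycolysis gene, with a log2 fold change of -0.97 (standard error 0.18, adjusted p = 1.9e-04, edgeR's quasi-likelihood test). The proteasome list had a median of 0.06, with 24 of 31 genes higher (camera, adjusted p = 0.0362), and it did not pass the threshold without vehicle replicate 1 (0.103), vehicle replicate 3 (0.125) or VIC-1911 replicate 2 (0.108).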

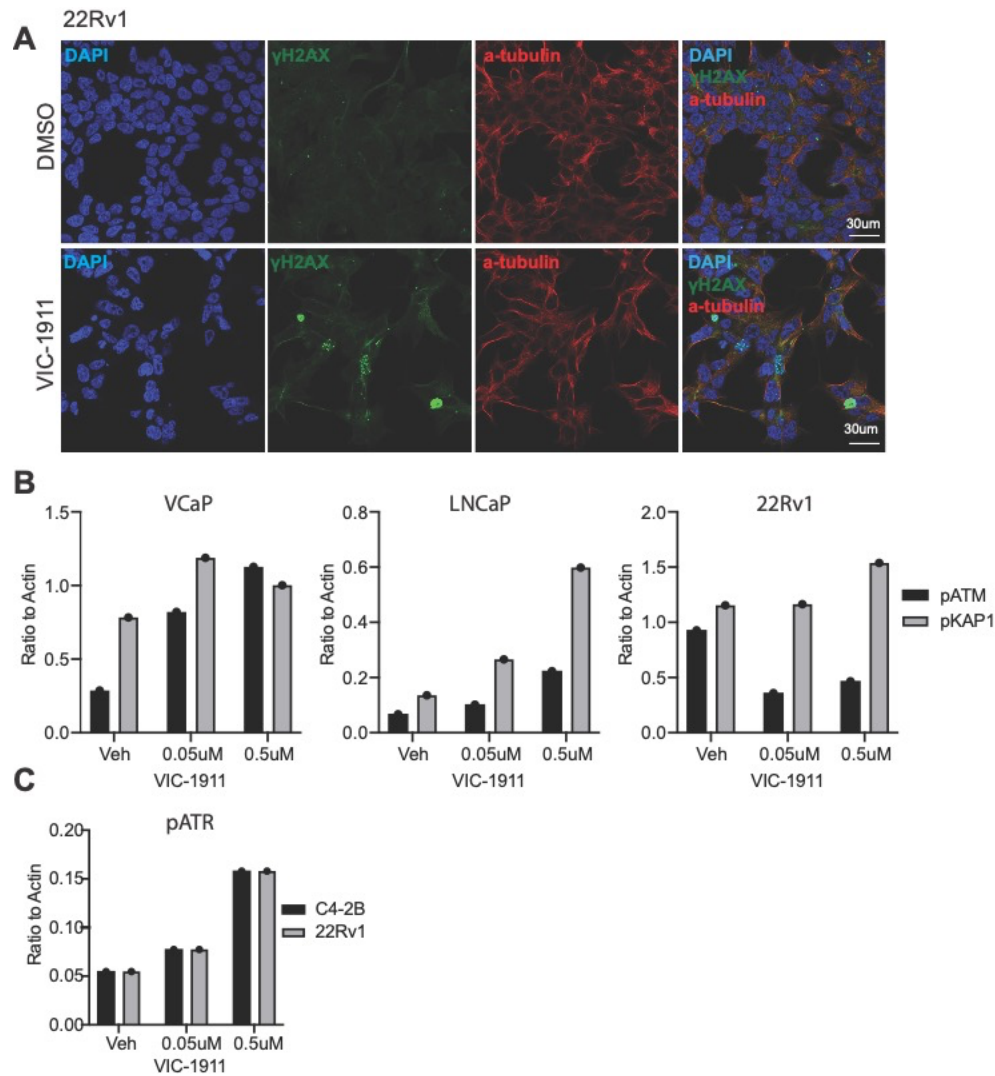

**Figure S3. VIC-1911 induces mitotic catastrophe and DNA damage in PC cells.**

**(A)** Representative immunofluorescent images show VIC-1911 induces DNA damage, evident through increased nuclear-specific phospho- $\gamma$ H2AX (S139) staining in 22Rv1 cells with mitotic defects after 24h of treatment with 0.1  $\mu$ M of VIC-1911.

**(B-C)** Immunoblotting densitometry bar graphs show a dose-dependent increase in DNA damage response markers under VIC-1911 treatment. One measurement was taken.

**A**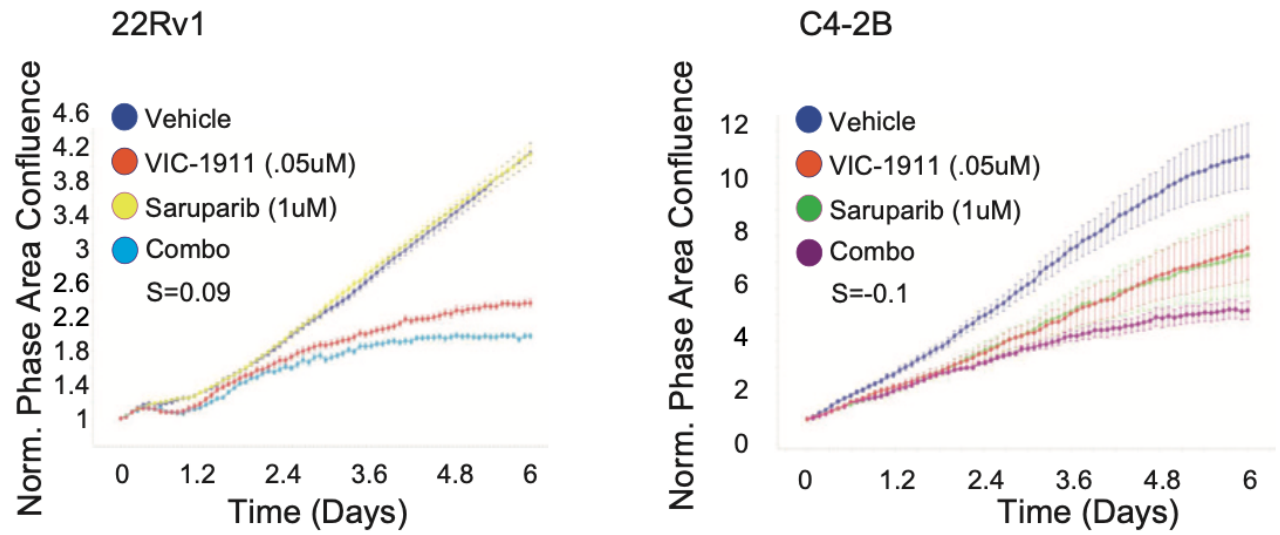

**Figure S4. VIC-1911 enhances the anti-proliferative effects of saruparib in PC Cells.**

(A) VIC-1911 in combination with saruparib reduces the proliferation in two AR-positive PC cells. Relative cell confluence was evaluated using IncuCyte live-cell imaging. Bliss coefficient (S):  $S = 0$  indicates an additive effect,  $S > 0$  indicates synergy, and  $S < 0$  indicates antagonism. The experiment was performed once.

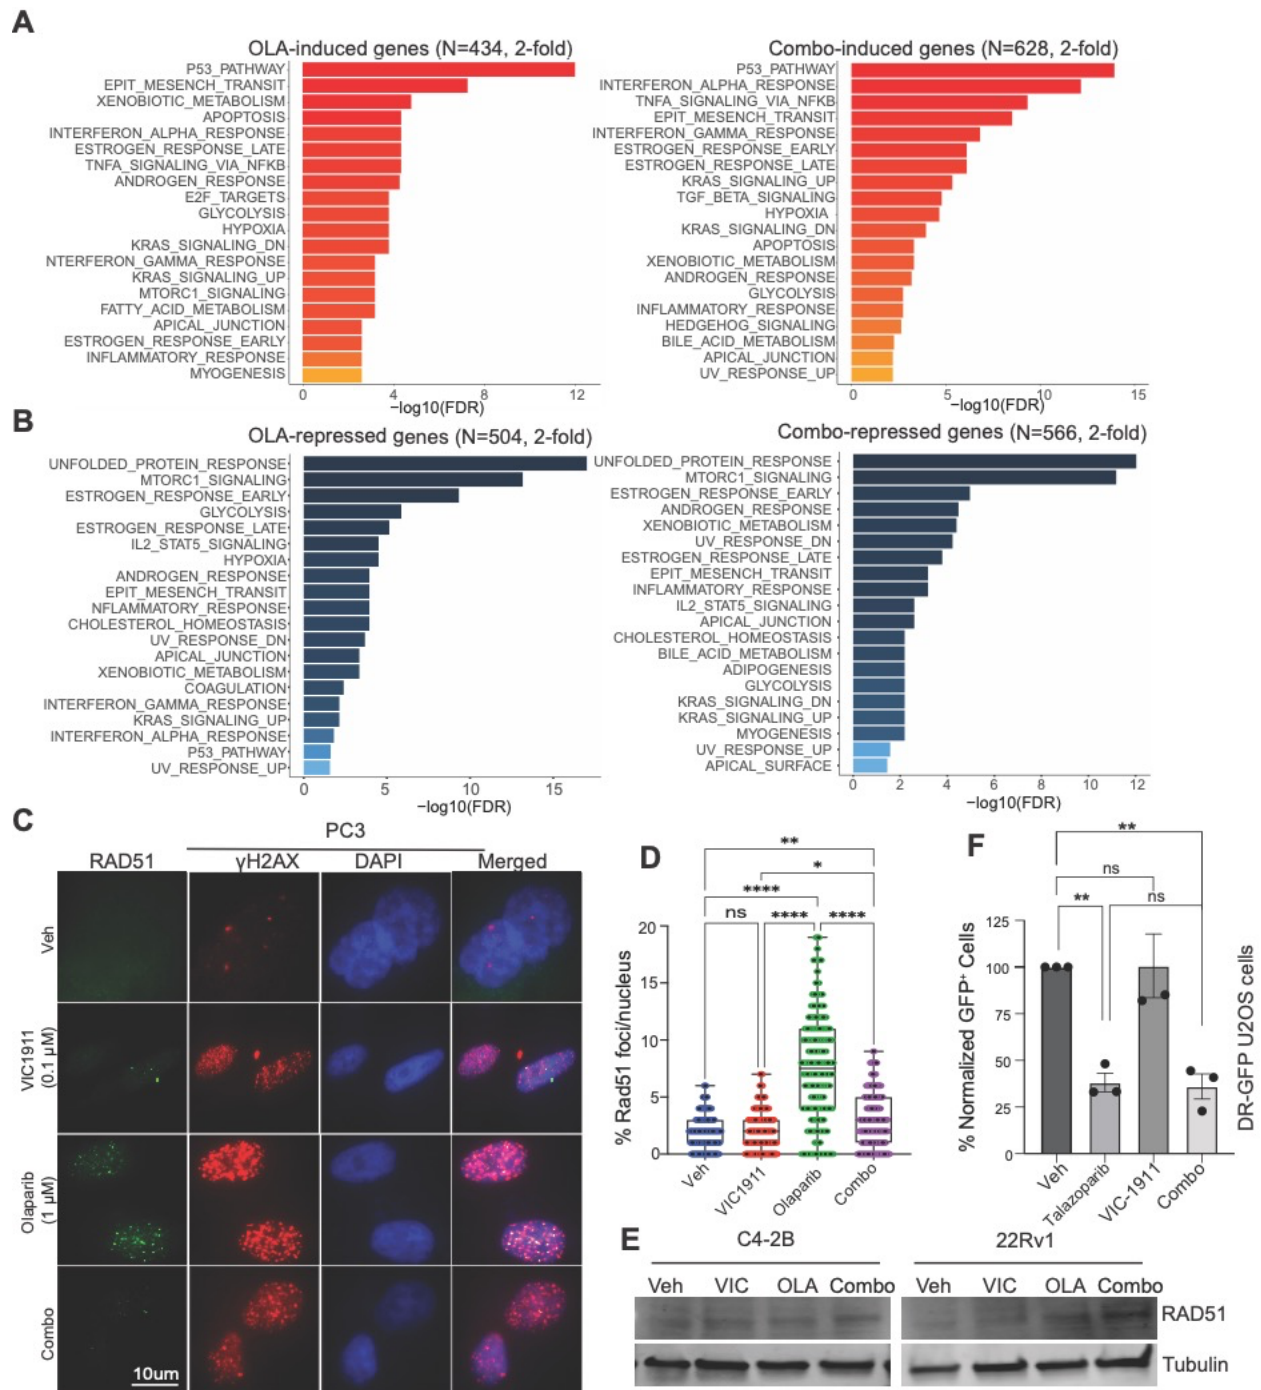

**Figure S5. VIC-1911 combination with olaparib promotes p53 pathway, mitotic arrest, and DNA damage, while inhibiting proliferative pathways and HR repair in PC.**

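Lists of interferon response, androgen response, glycolysis, proteasome and histone genes were tested beside the p53, NF-kB and apoptosis lists in the 7-day libraries. The interferon response list had median log2 fold changes of 0.25 under VIC-1911, 0.31 under olaparib and 0.22 under the combination, with adjusted p-values of 0.278, 0.278 and 0.0409 in camera. Among the genes called higher were 9, 7 and 11 of its genes (one-sided Fisher's exact test, adjusted p = 1.6e-05, 0.00115 and 2.6e-06), several of them close copies that could share reads. The androgen response list had medians of 0.14, 0.30 and 0.40 (camera, adjusted p = 0.218, 0.0110 and 0.0233). For glycolysis genes the medians were 0.36, 0.31 and 0.32 (camera, adjusted p = 1.9e-07, 2.7e-05 and 1.6e-04), and for proteasome genes they were 0.17, 0.11 and 0.11 (camera, adjusted p = 0.0112, 0.256 and 0.183). Histone genes, many of which are close copies, had medians of 0.88, 0.83 and 1.00 (camera, adjusted p = 4.4e-09, 1.4e-05 and 1.9e-08). With the correlation estimated from the libraries, the histone list alone of these lists passed in camera, under each treatment. The glycolysis list then had adjusted p-values of 0.116, 0.194 and 0.234.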

(A) Gene ontology analysis reveals a list of HALLMARK concepts that are induced by olaparib (1 $\mu$ M), or VIC-1911 (0.1 $\mu$ M) and olaparib (1 $\mu$ M) combo treatments after 7 days in C4-2B.

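The ER chaperone list, which stands for the unfolded protein response, had median log2 fold changes of -0.40 under VIC-1911, -0.59 under olaparib and -0.65 under the combination after 7 days (camera, adjusted p = 3.8e-15, 6.1e-25 and 3.0e-25). XBP1, on chromosome 22 from 28794560 to 28800569, fell from 335 ± 9.39 to 130 ± 12.0, 84.8 ± 4.27 and 78.4 ± 1.13 FPKM under the 3 treatments (SD, n = 3), with log2 fold changes of -1.41, -1.99 and -2.10. HERPUD1, on chromosome 16, had log2 fold changes of -1.58, -1.73 and -1.71. The cholesterol synthesis list had medians of 0.09, -0.18 and -0.24 (camera, adjusted p = 0.564, 0.0399 and 0.00580). The E2F list moved upward, with medians of 0.92, 0.59 and 0.20 (camera, adjusted p = 1.1e-33, 2.1e-15 and 0.0163), and 21, 8 and 0 of its genes were called higher. The homologous recombination list had medians of 0.54, 0.37 and 0.09 (camera, adjusted p = 1.6e-04, 0.0105 and 0.869). With the correlation estimated from the libraries, the ER chaperone list passed in camera under each treatment. The E2F list then passed only under VIC-1911 (adjusted p = 0.0284, 0.116 and 0.591 under the 3 treatments). The cholesterol synthesis and homologous recombination lists passed under none.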

(B) Gene ontology analysis reveals a list of HALLMARK concepts that are reduced by olaparib (1 $\mu$ M), or VIC-1911 (0.1 $\mu$ M) and olaparib (1 $\mu$ M) combo treatments after 7 days in C4-2B.

(C) VIC-1911 in combination with olaparib inhibits olaparib-induced RAD51 foci formation. PC3 cells were treated with either vehicle, olaparib (1 $\mu$ M), VIC-1911 (0.1 $\mu$ M), or both for 24h, fixed,

and subjected to confocal imaging, which revealed an increased number of nuclear RAD51 foci in olaparib-treated cells, but not in VIC-1911 or combo-treated cells.

**(D)** Scatter plot shows the quantification of RAD51 nuclear foci per view field, 150 fields per treatment were evaluated.  $* < 0.05$ ,  $**** < 0.0001$ , one-way ANOVA combined with Dunnett's multiple comparisons test (Prism 10).

**(E)** Immunoblotting images demonstrate the effect of VIC-1911 (0.1  $\mu$ M), olaparib (1  $\mu$ M), or their combination on total RAD51 protein expression in PC cells.

**(F)** Box plot shows decreased GFP signal in DR-GFP reporter U2OS cells under talazoparib (1  $\mu$ M) and combo-treated cells. However, no significant effect was observed under VIC-1911 (0.1  $\mu$ M) treatment.  $** < 0.01$ ,  $*** < 0.001$ , one-way ANOVA combined with Dunnett's multiple comparisons test (Prism 10).

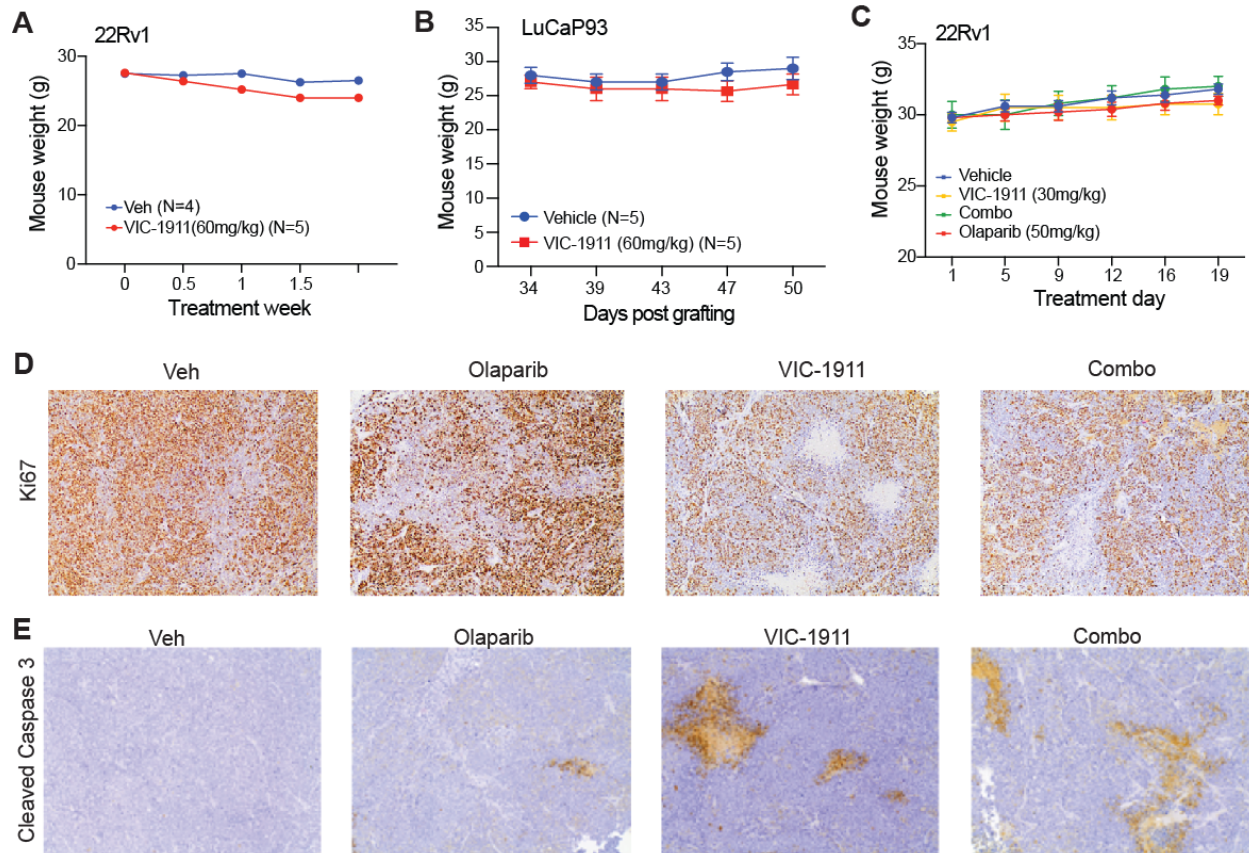

**Figure S6. VIC-1911 treatment is well-tolerated in mice, inhibits tumor growth and induces apoptosis.**

**A-C.** The mouse weight charts indicate no substantial toxicity in mice s.c. inoculated with 22Rv1 and receiving VIC-1911 as a single agent (**A**), s.c. grafted with LuCaP93 and receiving VIC-1911 as a single agent (**B**), or s.c. inoculated with 22Rv1 and treated with a combination of half the working dose of VIC-1911 and olaparib (**C**). **D-E.** IHC staining of Ki67 and cleaved caspase 3 in endpoint tumors treated with vehicle (Veh), Olaparib, VIC-1911, and their combinations.

# Supplementary material for: AURKA inhibitor VIC-1911 induces mitotic defects and functional BRCAness, sensitizing prostate cancer to PARP inhibition
**Source:** JCI Insight. 2026 Mar 31;11(9):e196665. doi: 10.1172/jci.insight.196665
**Supplement:** Unedited blot and gel images

Full unedited gels for Figure 1A, 1B, 1C

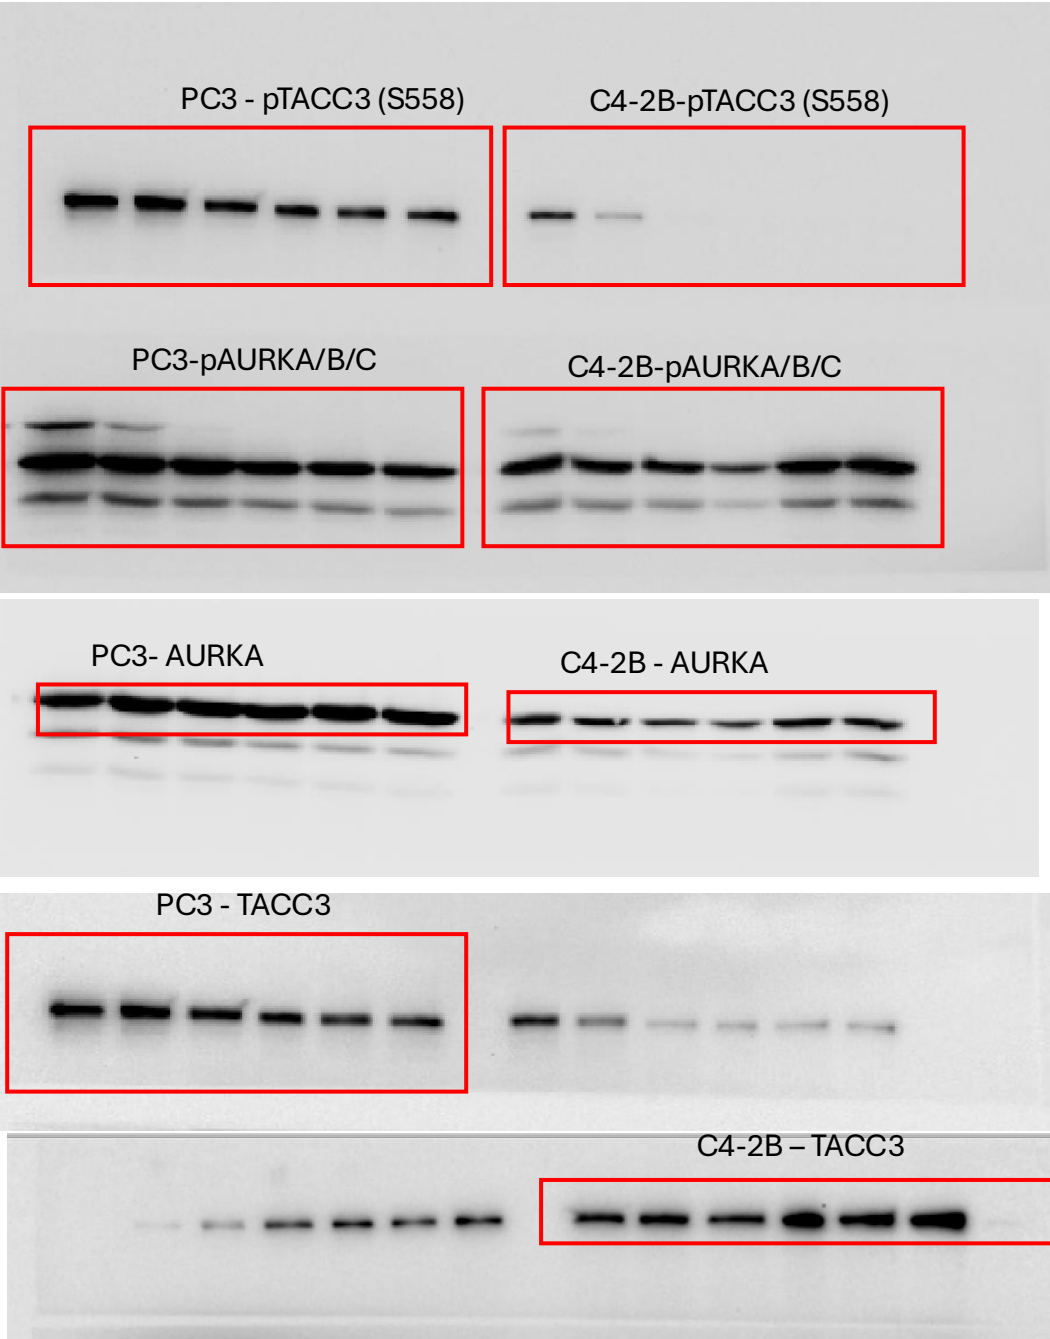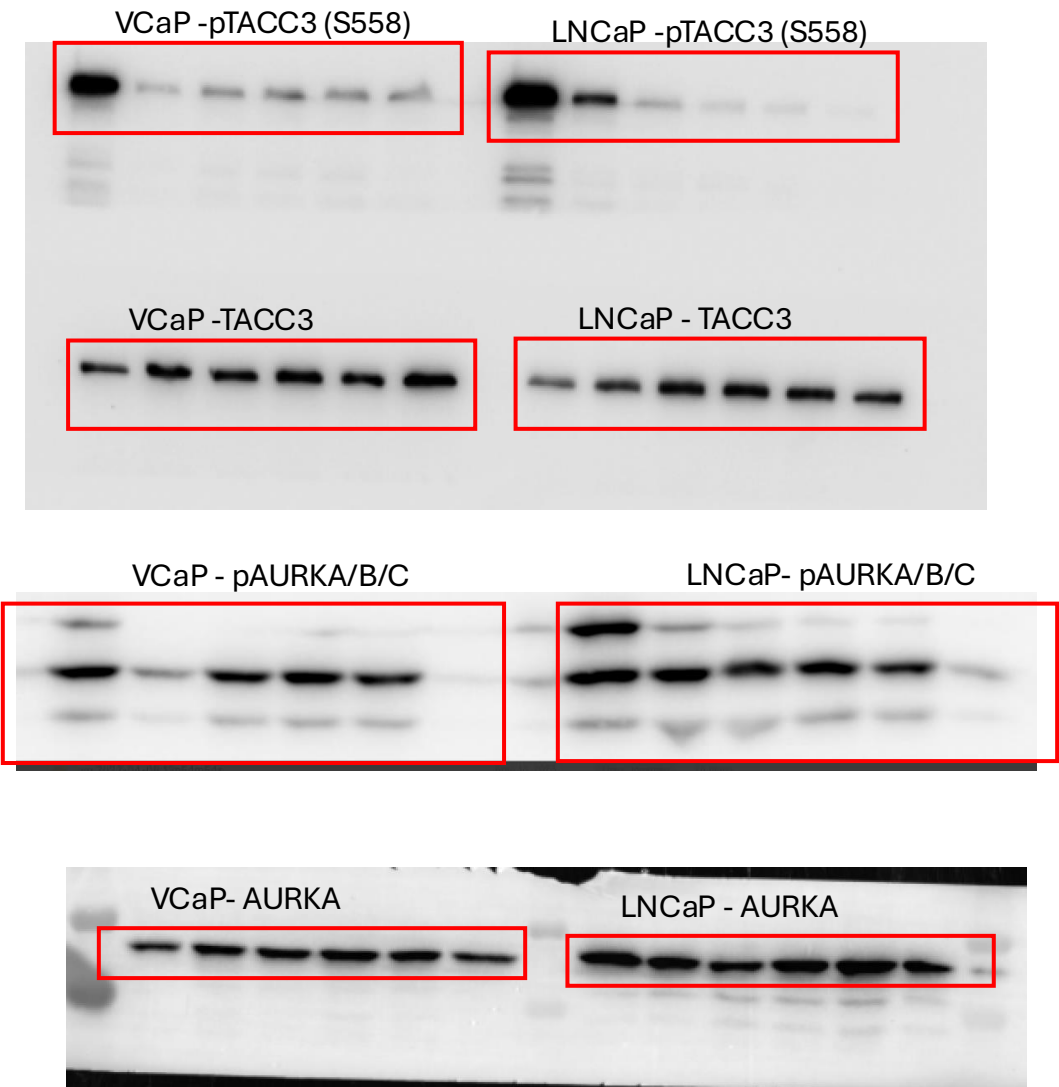

Full unedited gels for Figure 1B and 1C (Continued)

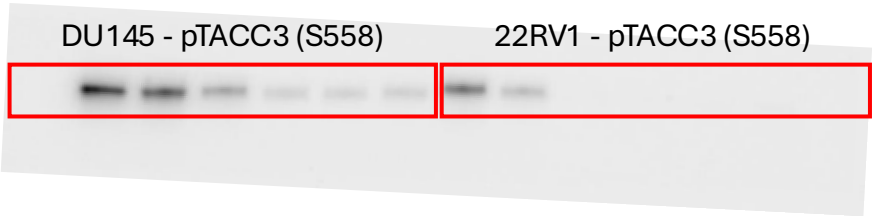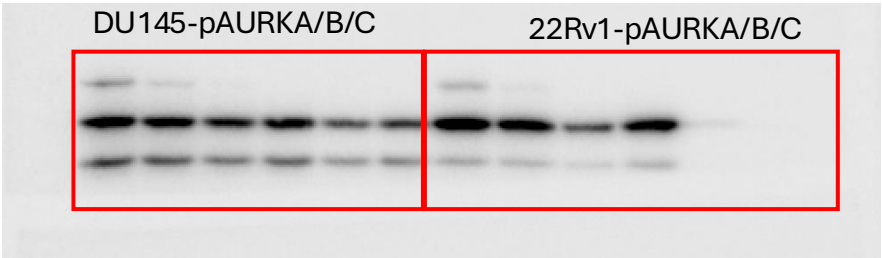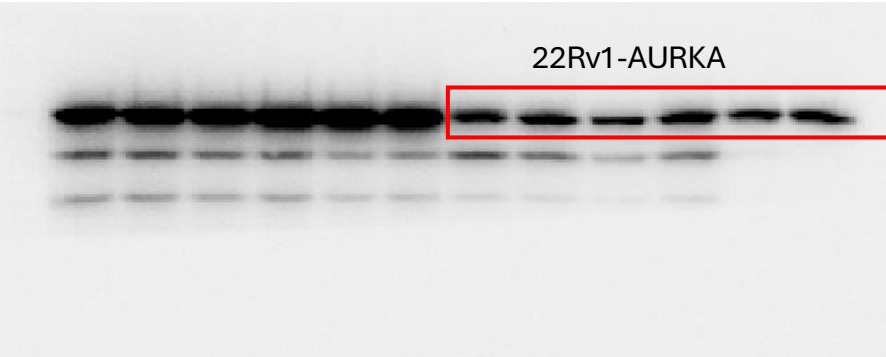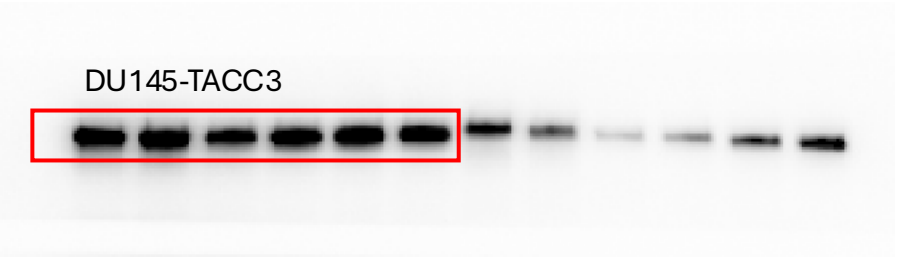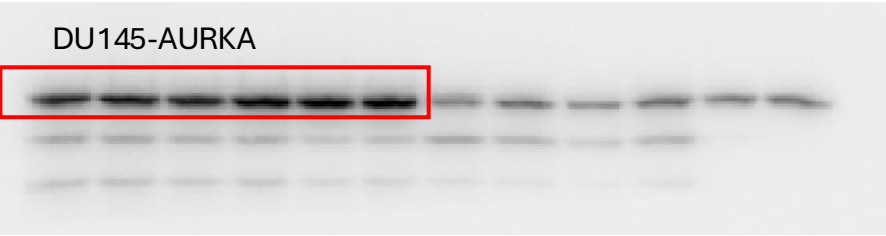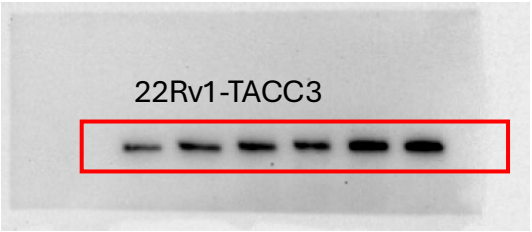

Full unedited gels for Figure 1A (Continued)

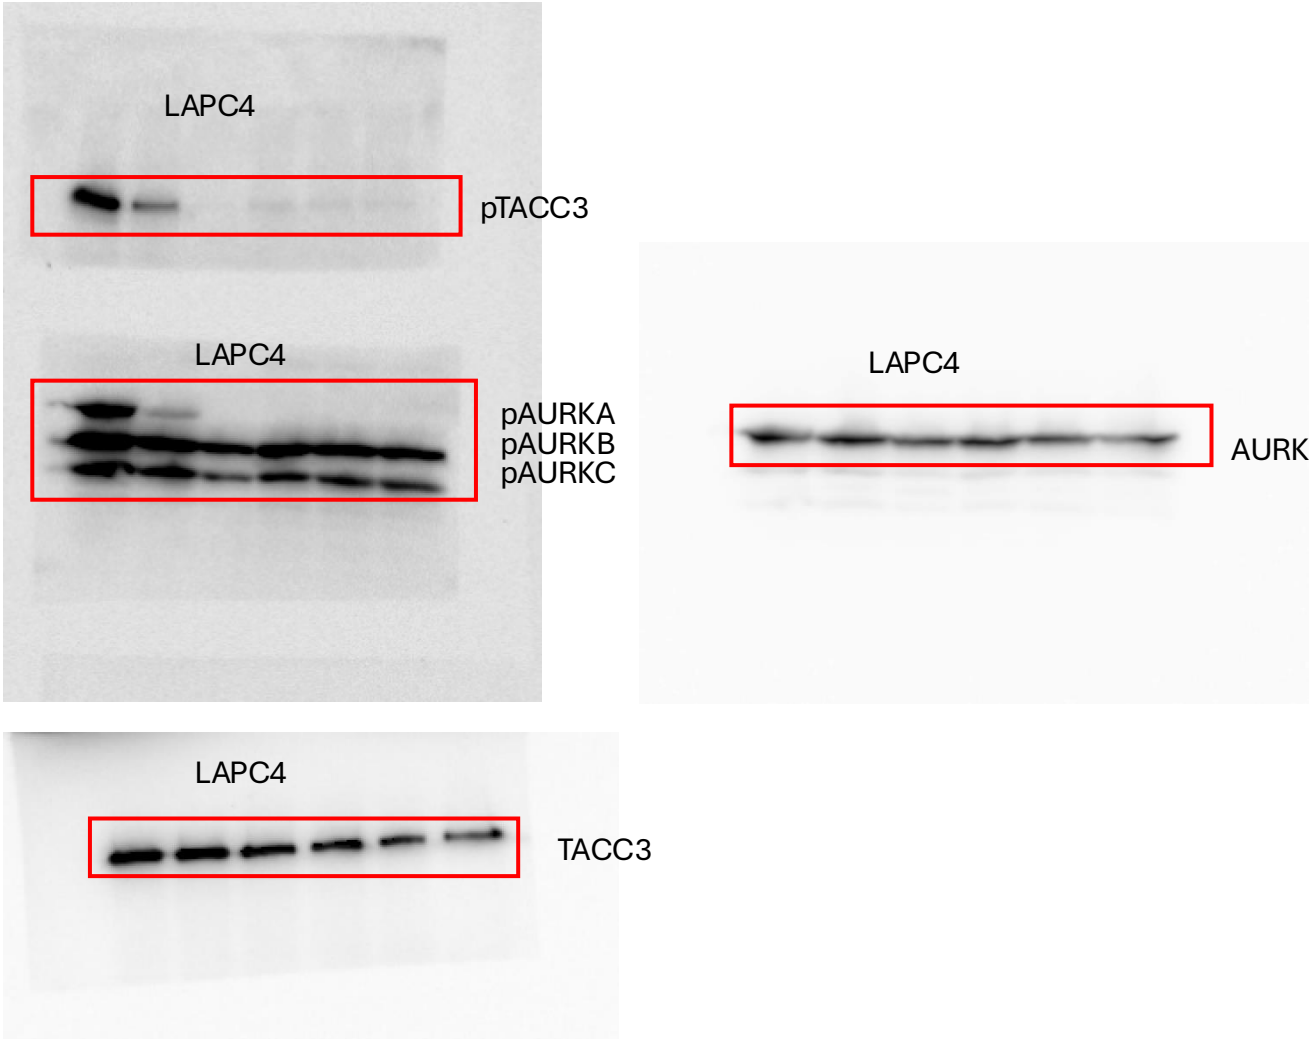

Full unedited gels for Figure 3A and 3C

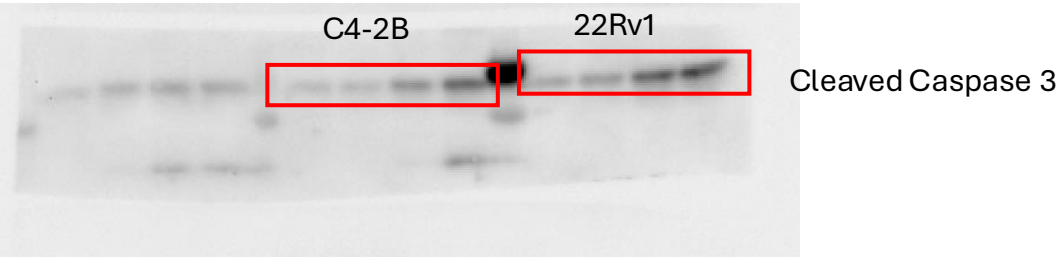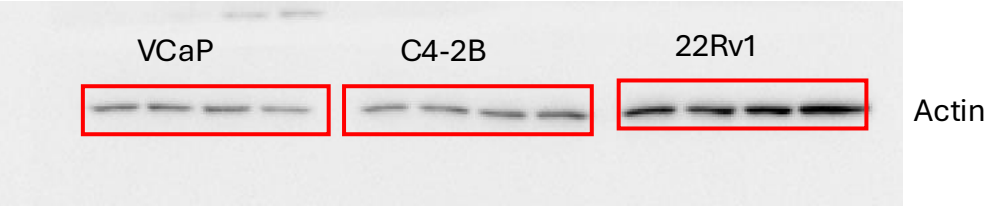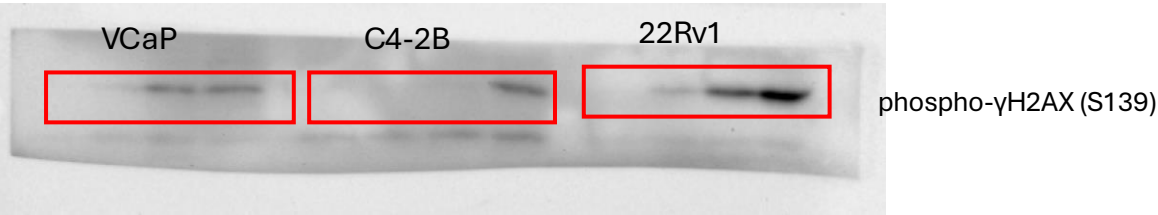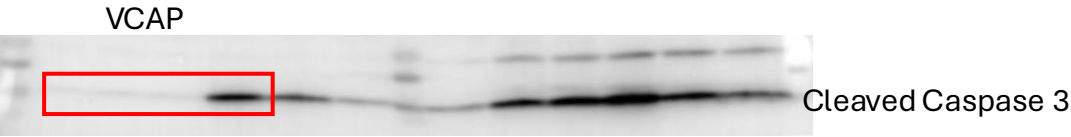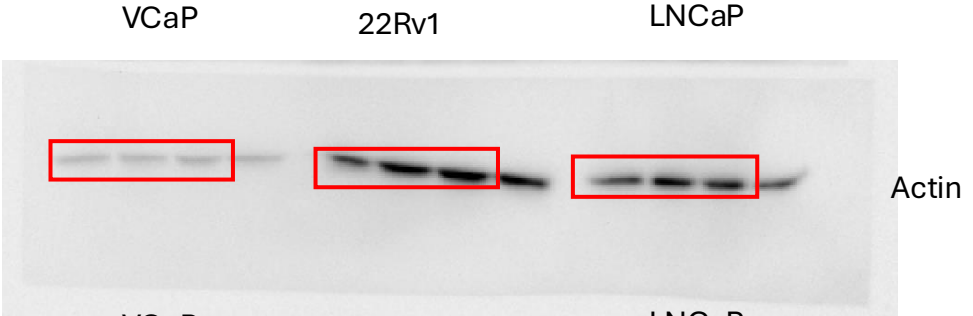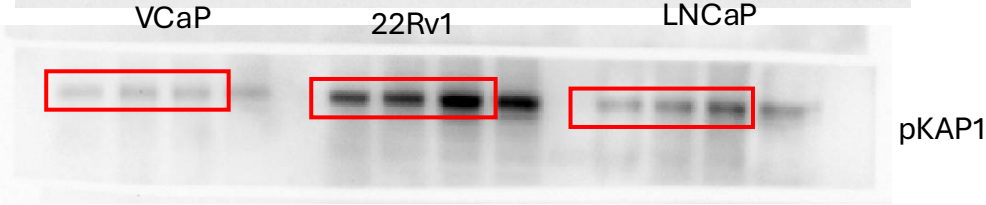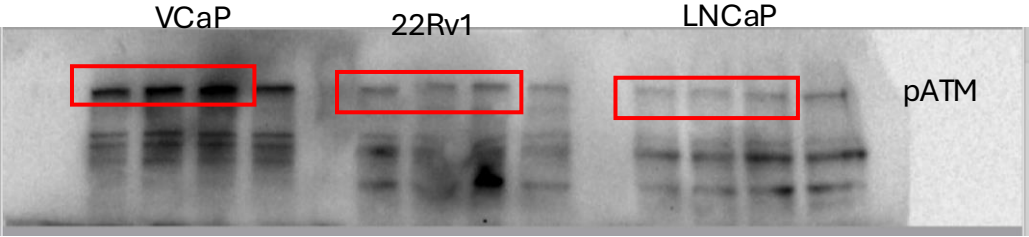

Full unedited gels for Figure 5E

C4-2B

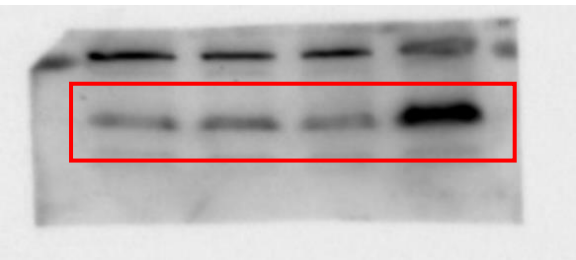

phospho-γH2AX (S139)

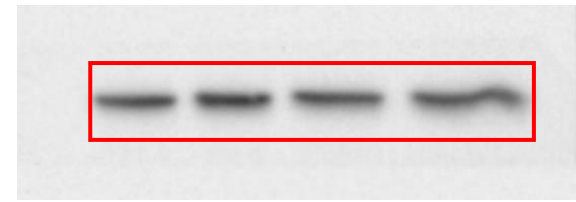

Actin

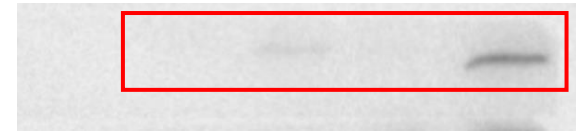

Cleaved PARP

22Rv1

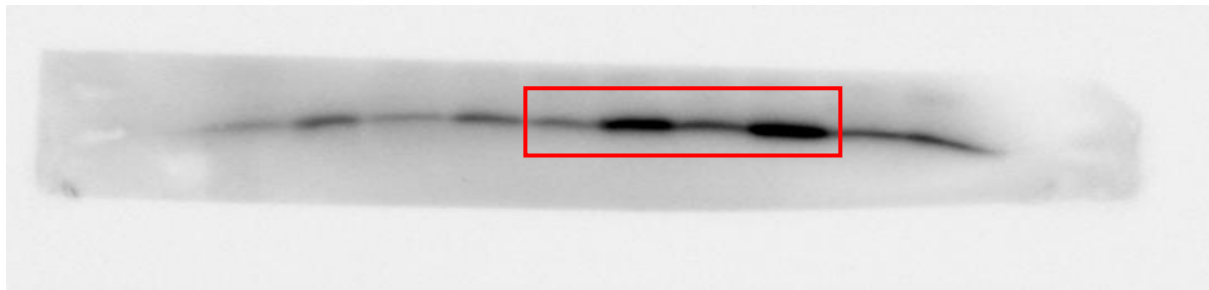

phospho-γH2AX (S139)

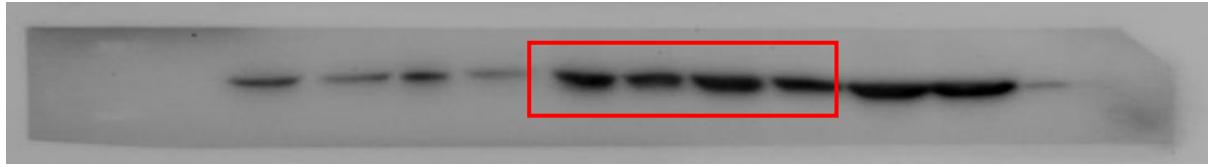

Actin

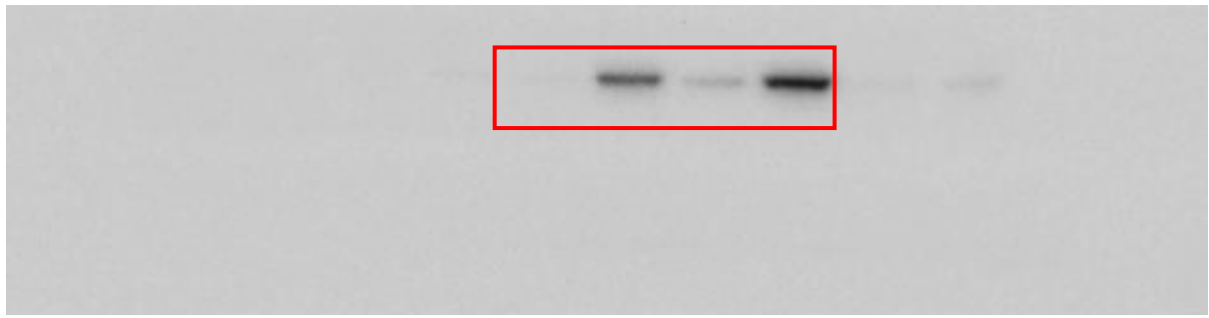

Cleaved PARP

How the deposited data were processed for this re-analysis (not part of the article)

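RNA-seq of C4-2B cells was analysed in 18 libraries: 3 vehicle and 3 VIC-1911 libraries after 48 hours, and 3 libraries each of vehicle, VIC-1911, olaparib and their combination after 7 days. The condition of each library was taken from its sample record. The authors trimmed the reads with Trimmomatic, aligned them to GRCh38 with STAR, counted them per gene, and deposited these counts without normalization, one table per time point. The authors also computed FPKM values with an in-house script, and these were used as deposited. All 36 columns of measurements in the 4 tables were used. The 7-day FPKM values are the 7-day counts divided by one length per gene and by the library size. The 48-hour FPKM values follow from whole read numbers that are larger than the counts: the median gene had 1.23 times as many reads behind its FPKM values, and 41 of 11133 genes had fewer than 0.5 times as many, 21 of them pseudogenes or paralogs. The FPKM values listed in Supplemental Table 1 and Supplemental Table 3 equal the tables used here for 98 and 1691 genes. Of the 26475 genes in the FPKM tables, 32 had no values. Names turned into calendar dates were kept in the library sizes and in the tests, and no such gene is named in the text.

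The counts were fitted in R 4.3.3 with edgeR 4.0.16 (TMM normalization, glmQLFit and glmQLFTest), one fit for the 6 libraries of 48 hours and one for the 12 libraries of 7 days, on genes with at least 10 counts in at least 3 libraries of the fit. The p-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison, and genes were called at an adjusted p-value under 0.05 and a fold change of at least 1.5 after 48 hours and 2 after 7 days. Each treatment was compared with the vehicle of its time point, and the combination with each single drug. The interaction of the drugs, which is the combination against olaparib less VIC-1911 against vehicle, and the VIC-1911 effect at 7 days less that at 48 hours were tested without a limit on the fold change. The second of these was fitted to 12 libraries and 13811 genes, with a biological coefficient of variation of 3.99%. The replicate number was not used as a block, since libraries with the same number had no more in common than others. FPKM values are given as means with the SD of 3 libraries, and coordinates are those of the GRCh38 annotation. A fold change against a group whose libraries all had 3 or fewer counts is given as a lower bound.

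The paper's HALLMARK sets and GSEA were not used here. Instead, 15 gene lists were written from general knowledge, for p53 targets, NF-kB targets, apoptosis effectors, mTORC1 signaling, ATF4 targets, G2/M and mitosis, E2F targets, homologous recombination, histone genes, androgen response, interferon response, cholesterol synthesis, ER chaperones, glycolysis and the proteasome. The lists, the comparisons, the thresholds, the alternatives listed here and the rule for naming genes were fixed before the data were examined, but after Supplemental Table 1 of the paper had been read. Each list with at least 5 tested genes was compared with all other tested genes by camera in limma 3.58.1 with a preset correlation of 0.01, two-sided, adjusted over 60 tests against vehicle. Its overlap with the called genes was tested by one-sided Fisher's exact tests against the genes tested in the comparison, adjusted over 120 tests, of which 31 had an adjusted p-value under 0.05. The genes named are those named in the paper, the 3 genes called higher and the 3 called lower with the largest log2 fold change in each comparison with vehicle (at least 1 FPKM in one group and no overlap between the groups' libraries), and up to 5 called genes of each list discussed, by adjusted p-value. MICAL1, FTH1, RN7SL1 and RN7SL2 were named after their values were seen. Of the named genes with a position, 17 of 103 overlap another gene, and the counts of these genes are uncertain.

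The total counts per library, which set the precision, were between 3245273 and 7184420 after 48 hours and between 4967931 and 19684208 after 7 days. The 10 most abundant genes held between 4.3% and 4.9% of the counts of a library, and the TMM factors were between 0.965 and 1.04. The alternatives were upper-quartile normalization, no scaling beyond library size, no filter on counts, a filter on mean FPKM of at least 1, the replicate number as a block, DESeq2 1.42.0, glmTreat, limma on log2(FPKM + 0.1) and on log2(FPKM + 1), the ratio of mean FPKM as the fold change, a fit of the compared groups alone, fry and camera with an estimated correlation for the lists, and each library left out in turn. After the values had been seen, edgeR and DESeq2 on the reads behind the 48-hour FPKM values and DESeq2 without a filter on counts were added. The code was tested on simulated data in which 200 single genes and the genes of a further list were changed. At the depth of either experiment edgeR recovered all 200 at an adjusted p-value under 0.05, without a limit on the fold change. At the same threshold 9 and 11 unchanged genes passed, which is 3.6% and 4.37% of all that passed, those in the changed list included. The single genes were changed by at least the limits on the fold change and had more counts than the filter required. Recovery of smaller changes and of genes with few counts was not tested. With DESeq2, 199 and 200 of the changed genes were recovered.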

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

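The tests of the regrouped libraries, of the runs in the interaction, of the levels in the vehicle cultures and of both explanations for the histone genes were chosen only after the results were seen.

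Measured against the 7-day vehicle, the log2 effects of the drugs were not additive. In the test of their interaction, 6333 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 3029 higher and 3304 lower than the sum of the log2 effects, between 12 libraries in 4 groups. The ATF4 list had a median interaction of 1.66, with 49 of its genes higher, whereas the G2/M list had a median of -1.92, the E2F list a median of -1.26 and the homologous recombination list a median of -0.80. Among 100 drawn regroupings of the libraries within the runs, 1, the real one, gave as many genes, and the largest number in the others was 5101, in regroupings that kept one of the pairs of groups as they were. With neither pair kept, the largest number was 0. A difference between the library runs adds the same to both groups of a run and cancels in the interaction. The ATF4 medians of -1.62 for VIC-1911 against vehicle and 0.017 for the combination against olaparib make up the interaction itself and do not test the runs any further. A run difference that acts on one treated group alone was not tested and stays open. The vehicle libraries enter the interaction too. A change in the vehicle cultures alone, which the next paragraph leaves open, could therefore also appear as an interaction. Because each single drug lowered the ATF4 list by a similar amount and their combination lowered it no further, another open explanation is that both drugs act on the same part of ATF4 activity. This is a hypothesis formed on the same data and was not tested.

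The effect of VIC-1911 differed between 7 days and 48 hours for 3964 genes (28.7%; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p-value under 0.05, 12 libraries), 2012 higher and 1952 lower at 7 days. The ATF4 list had a median difference of -1.22, the G2/M list a median of 1.51, the E2F list a median of 1.14 and the homologous recombination list a median of 0.76. Among 100 drawn regroupings within each time point, 5, the real one included, gave as many genes, and the highest number was 4768, more than with the real one. All 5 kept the real 7-day groups, which 10 of the draws did, and with neither pair kept the largest number was 0. A count this high may therefore come from the 7-day effect alone, whatever the grouping of the 48-hour libraries. Without scaling beyond library size, the higher genes rose from 50.8% to 61.1% of the total. Over all alternatives the higher genes numbered between 1718 and 2461 and the lower genes between 1525 and 1943. The G2/M list lay lower in the 7-day than in the 48-hour vehicle libraries, by a median log2 FPKM ratio of -1.75 relative to all genes, and in the other 7-day libraries it lay at -0.37 under VIC-1911, -1.31 under olaparib and -1.82 under the combination. The ATF4 list lay at 0.60 in the 7-day vehicle, -0.96 in the VIC-1911, -1.01 in the olaparib and -0.97 in the combination libraries. These levels compare tables that were made and normalized separately, so a change in the vehicle cultures over 7 days and a difference between the tables cannot be told apart for these lists. One open explanation is that vehicle-treated cells grew dense, divided less and ran short of amino acids by 7 days, and that slower growth under VIC-1911 may have spared its cultures. The G2/M level under the combination, which was no higher than under vehicle, is not what such sparing in all treated cultures would give. Within the 48-hour table, where this does not enter, the ATF4 list was already lower under VIC-1911, at -0.43, and the G2/M list was lower, at -0.18, opposite to its direction at 7 days. Treatment time itself stays an open explanation that was not tested apart from culture time.

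Histone genes, which the paper does not discuss, were higher after 48 hours of VIC-1911 in all 10 tested members of the list, with a median log2 fold change of 0.73 (camera, adjusted p = 9.7e-24), and 7 were called higher. Of the 16 listed genes, 6 are in the paper's Supplemental Table 1. HIST2H2BE, on chromosome 1, had a log2 fold change of 1.07 (adjusted p = 8.2e-16, edgeR's quasi-likelihood test), with all 3 VIC-1911 libraries above all 3 vehicle libraries. HIST1H2BC rose by 1.32, HIST1H2BD by 0.77 and HIST1H2AC by 0.70 on the log2 scale. A larger share of cells in S phase would also raise the E2F targets, which had a median of -0.27, so this explanation is argued against. Most histone RNAs lack a poly(A) tail, and a change in the selection of poly(A) RNA could raise them. The 22 other RNAs without a tail had a median log2 fold change of 0.015, with 2 of them past an adjusted p-value of 0.05 (RN7SL1, 0.61, and RN7SL2, 0.38) in the higher direction and 0 in the lower direction. These RNAs moved both ways, so a change in the selection and a rise of histone RNA itself cannot be told apart for these genes. Reads shared between the close copies of histone genes were not tested. A change in the processing of histone RNA toward polyadenylated forms, as cells leave the cell cycle, may also give this pattern and was not tested.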

How the results depend on the processing

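Chosen only after the values were seen were the settings that use the reads behind the 48-hour FPKM values and DESeq2 without a filter on counts. The tests of thinned libraries and of noise in the combination were also chosen then. No other test in this part was chosen after the results.

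Of the 16 numbers of called genes, 5 stayed within 1.5 times the reported number under the alternatives run for each. None of these 5 was from a comparison with vehicle, where glmTreat and limma on log2(FPKM + 1) moved every number. Of 79 gene list results, 43 kept their direction and their side of the threshold under all alternatives, as did 236 of 263 results for single genes and 16 of 20 overlaps of lists with called genes. The p53 list after 48 hours and under olaparib and the combination, and the ATF4 list in all 4 comparisons with vehicle, were among those that kept both. Their largest adjusted p-values over all alternatives were 0.00960, 0.0118 and 0.00775 for p53, and 0.0178, 1.0e-05, 5.1e-04 and 1.1e-05 for ATF4.

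Testing the fold change against its limit with glmTreat, which by construction calls fewer genes, gave 16 higher and 15 lower genes after 48 hours, 155 and 185 under VIC-1911 after 7 days, 205 and 224 under olaparib, and 298 and 261 under the combination. Of the paper's genes, these calls held 16 and 15 after 48 hours, 155 and 185 under VIC-1911, 204 and 224 under olaparib, and 261 of those repressed by the combination. Adding 1 before the log in limma on FPKM, which shrinks the changes of genes at low levels, gave 51 higher and 64 lower genes after 48 hours, 173 and 158 under VIC-1911, 138 and 201 under olaparib, and 182 and 233 under the combination. These calls held 171 and 153, 135 and 196, and 231 of the paper's genes after 7 days. The filter on mean FPKM of at least 1, which tests fewer genes, gave 322 genes higher under VIC-1911, 276 under olaparib with 248 of the paper's genes, 334 under the combination, 162 in the combination against VIC-1911, and 18 higher and 6 lower in the combination against olaparib. DESeq2 gave 61 higher and 81 lower genes after 48 hours, and 15 higher and 4 lower in the combination against olaparib. On the reads behind the FPKM values it gave 67 and 90 genes after 48 hours, and without a filter on counts 57 and 71; both settings were chosen after seeing the data. The cause of the lower numbers with DESeq2 was not tested. The genes called higher in the combination against olaparib numbered between 25 (without olaparib replicate 3) and 37 in the 6 fits that each left out one library, and 26 without combination replicate 3.

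Among the gene lists after 48 hours, the apoptosis list passed the threshold with fry (adjusted p = 0.00573, over a range of 0.00573 to 0.251), the mTORC1 list passed with fry (0.0322), without scaling (0.0397) and without VIC-1911 replicate 3 (0.0259, over a range of 0.0259 to 0.183 without single libraries), and the glycolysis list passed in the higher direction without vehicle replicate 3 (0.0148, over a range of 0.0148 to 0.869). The proteasome list lost the threshold with fry (0.123), the estimated correlation (0.562), no scaling (0.0583), and without vehicle replicate 1, vehicle replicate 3 or VIC-1911 replicate 2, over a range of 0.00252 to 0.125 without single libraries. Lists far from the threshold changed direction: cholesterol synthesis without scaling (0.979) and without vehicle replicate 2 (0.742) or VIC-1911 replicate 2 (0.803), over a range of 0.650 to 0.936 without single libraries, and ER chaperones without a filter (0.976) and without VIC-1911 replicate 1 (0.909), over a range of 0.490 to 0.977. After 7 days, the lists that no longer passed with the estimated correlation were the following. Under VIC-1911 they were apoptosis (0.200), glycolysis (0.116), homologous recombination (0.0601), p53 (0.0601) and proteasome (0.485). Under olaparib they were androgen response (0.327), apoptosis (0.127), cholesterol synthesis (0.591), E2F (0.116), G2/M (0.423), glycolysis (0.194), homologous recombination (0.232), mTORC1 (0.294) and NF-kB (0.179). Under the combination they were androgen response (0.375), apoptosis (0.0806), cholesterol synthesis (0.446), E2F (0.591), glycolysis (0.234), interferon response (0.461) and mTORC1 (0.173). The cause was not tested. Lists that passed with fry and not with camera were androgen response (0.0143), interferon response (0.0377) and NF-kB (1.1e-04) under VIC-1911, interferon response (0.0363) and proteasome (0.0387) under olaparib, and proteasome (0.0203) under the combination. fry tests a list on its own rather than against the other genes. Without a filter on counts, the mTORC1 list under VIC-1911 changed direction (0.0572), and the threshold was lost by androgen response (0.0745) and mTORC1 (0.795) under olaparib and by androgen response (0.0634) and mTORC1 (0.0936) under the combination. Without scaling, cholesterol synthesis under olaparib (0.0547) and interferon response under the combination (0.0684) were no longer past it. With the FPKM filter, the same held for apoptosis under VIC-1911 (0.0567), cholesterol synthesis under olaparib (0.0528) and interferon response under the combination (0.134). Without single libraries, the threshold was lost by apoptosis under VIC-1911 (without vehicle replicate 1 or 2, over a range of 0.0348 to 0.0604), cholesterol synthesis under olaparib (without vehicle replicate 1 or 3 or olaparib replicate 2, over a range of 0.00429 to 0.0915), androgen response under the combination (without vehicle replicate 1, over a range of 0.00782 to 0.0596) and interferon response under the combination (without any one vehicle library or combination replicate 3, over a range of 0.00866 to 0.0697). The G2/M list under the combination changed direction without vehicle replicate 1 (0.216, over a range of 0.216 to 0.980). The cause was not tested for any of these lists.

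Of the overlaps, the 2 NF-kB targets called higher after 48 hours were 0 with DESeq2, glmTreat, limma on log2(FPKM + 1) and DESeq2 without a filter on counts, and 1 with DESeq2 on the reads behind the FPKM values, the last 2 settings chosen after seeing the data. They numbered between 0 (without vehicle replicate 3) and 2 in the fits without one library, and 1 without any one VIC-1911 library. The 5 NF-kB targets called higher under olaparib were 1 with glmTreat, 1 with limma on log2(FPKM + 1) and 3 with a fit of the compared groups alone. The 7 under the combination were 2 with limma on log2(FPKM + 1), where the 3 apoptosis genes passed the threshold because fewer genes were called. Here too, the cause was not tested apart from the smaller number of called genes.

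For the genes called higher under olaparib, the share with the same sign under VIC-1911 was 96.2% with upper-quartile normalization, 96.1% without scaling, 95.3% without a filter, 95.3% with the FPKM filter, and between 95.4% (without VIC-1911 replicate 2) and 96.8% (without vehicle replicate 1) without single libraries. For the genes called lower it was 97.7% without a filter. The VIC-1911 median of the former genes was 1.20 without a filter and between 1.07 (without VIC-1911 replicate 3) and 1.23 (without vehicle replicate 1) without single libraries. The share of genes with the largest change in the combination was 51.5% without a filter and between 51.8% (without olaparib replicate 2) and 59.7% (without vehicle replicate 2) for the genes called higher. For the genes called lower it was 35.2% with upper-quartile normalization, 36.1% without scaling, 35.4% without a filter, 41.3% with the FPKM filter, and between 34.5% (without olaparib replicate 3) and 41.5% (without vehicle replicate 3). The 34.5% lies below the highest share of the simulations in which the combination equaled olaparib. The cause was not tested.

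For single genes, 27 of 263 results changed in some setting. Counted once per result and setting, 12 changes were in direction, 47 lost the threshold and 2 gained it. Changes of direction affected genes with log2 fold changes near 0, none of which had an adjusted p-value under 0.05 in the comparison concerned: after 48 hours TACC3 (from -0.15 to 0.0019), TRIM28 (from -0.029 to 0.0077) and PARP1 (from -0.036 to 0.0019), each reversed without VIC-1911 replicate 3, and ATM, which was 0.0037 without a filter and between -0.048 and 0.050 without single libraries (reversed without vehicle replicate 1 or VIC-1911 replicate 2). AURKC under VIC-1911 after 7 days was between -0.10 (without VIC-1911 replicate 1) and 0.48 (without vehicle replicate 1), and -0.082 without vehicle replicate 2. Under the combination, AURKA was between -0.045 (without vehicle replicate 2) and 0.32 (without vehicle replicate 1, where it was past the threshold with an adjusted p-value of 0.00825), and AURKB was between -0.10 (without vehicle replicate 2) and 0.19 (without vehicle replicate 1). The cause was not tested.

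With the replicate number as a block, the called genes numbered 97 higher and 157 lower after 48 hours, of which 94 and 146 were also called without the block. After 7 days the block gave 499 and 491 genes under VIC-1911 (489 and 478 shared), 518 and 516 under olaparib (504 and 492 shared), and 652 and 579 under the combination (636 and 566 shared). It gave 45 and 13 genes for the combination against olaparib (38 and 13 shared) and 334 and 267 for the combination against VIC-1911 (315 and 260 shared). For the interaction the block gave 3086 and 3354 genes (2965 and 3251 shared), and for the VIC-1911 effect at 7 days less that at 48 hours it gave 1984 and 1943 (1959 and 1900 shared).

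The depth limits the genes with few counts. With all libraries thinned to the smallest total of their table, 132 of the genes called after 48 hours, and 555, 586 and 683 of those called under VIC-1911, olaparib and the combination after 7 days, were still called.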

Differences from the paper's values

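No test in this part was chosen only after the results were seen, apart from the settings named as such.

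After 48 hours of VIC-1911, 101 genes were called higher, against the paper's 50. Of the 10 other alternatives set before the data were examined, DESeq2 (61) and limma on log2(FPKM + 1) (51) came within 1.5 times the paper's number, and the other 8 did not, over a range of 16 to 117. The genes called lower numbered 163, against the paper's 48. Of the same alternatives, limma on log2(FPKM + 1) (64) came within 1.5 times, and the other 9 did not, over a range of 15 to 190. The 6 fits without one library came within 1.5 times for neither number (83 to 107 and 114 to 149). DESeq2 without a filter on counts, which gave 57 and 71 genes, came within 1.5 times for both numbers, and DESeq2 on the reads behind the FPKM values did so for the higher genes (67) but not for the lower genes (90); these settings were chosen after seeing the values.

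Of the genes that the paper lists after 48 hours, MICAL1 was not called (log2 fold change 0.58). It was called without a filter, with DESeq2, without vehicle replicate 2 and without VIC-1911 replicate 3, and with edgeR or DESeq2 on the reads behind the FPKM values and DESeq2 without a filter, the last 3 settings chosen after seeing the values. After 7 days, the paper's genes that were not called numbered 14 and 30 under VIC-1911 (induced and repressed), 30 and 60 under olaparib, and 48 repressed by the combination. Without a filter on counts, 12, 27, 25, 44 and 42 of these were called. With DESeq2 without a filter, chosen after seeing the values, the numbers were 11, 25, 27, 51 and 42. The ratio of mean FPKM as the fold change called 5, 3, 5, 13 and 7 of them, DESeq2 called 2, 3, 2, 13 and 7, and the replicate number as a block called 3, 3, 3, 7 and 3. With no scaling, upper-quartile normalization, the FPKM filter, limma on log2(FPKM + 0.1) and a fit of the compared groups alone, at most 7 of the genes of any of these lists were called, and in the fits without one library at most 10. With glmTreat and limma on log2(FPKM + 1), 0 were called.

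The paper states that TNF-α signaling and apoptosis were strongly enriched among the genes induced after 48 hours. The NF-kB list had a median log2 fold change of 0.11 and the apoptosis list a median of 0.06, neither past the threshold in camera (adjusted p = 0.149 and 0.142). The 2 NF-kB targets and 1 apoptosis gene called higher had adjusted p-values of 0.0407 and 0.658 in one-sided Fisher's exact tests. These lists differ from the HALLMARK sets and hold 0 and 1 of the genes in Supplemental Table 1. They therefore do not test the paper's enrichment itself. The paper names MTORC1 signaling as the pathway inhibited most after 48 hours. The mTORC1 list had a median of -0.012, whereas the ATF4 list had a median of -0.43, the E2F list a median of -0.27 and the homologous recombination list a median of -0.23. Among the genes called lower, mTORC1 had the smallest adjusted p-value of the lists that stand for HALLMARK sets (4.7e-05), after the ATF4 list (6.4e-22), which stands for none of them. Supplemental Fig. 2B places the unfolded protein response and cholesterol genes among the repressed sets after 48 hours. The ER chaperone and cholesterol synthesis lists had medians of 0.020 and 0.017. Each holds 0 of the genes in Supplemental Table 1, so neither could show an enrichment among the paper's repressed genes. The HALLMARK sets differ in content and were not tested, so no difference from the paper is drawn from these medians. The paper describes the induction of olaparib-induced genes by VIC-1911 as slight. Their median log2 fold change was 1.13 under VIC-1911 and 1.52 under olaparib, and 275 of 523 were called higher under VIC-1911. It describes the combination as having the strongest effect. The combination had the largest change for 57.0% of the genes called higher under olaparib and for 38.0% of the genes called lower.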

Other observations

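The tests of other splits of the libraries for the gene lists, of thinned libraries and of noise in the combination were chosen only after the results were seen. The tests of other splits for the called genes, of the shared vehicle, of the runs in the comparison with olaparib, of the ATF4 genes within the mTORC1 list, of cycling cells and of gene length were chosen before.

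For each of the 6 comparisons of 3 libraries with 3, 1 of the 10 splits of the 6 libraries, the real one, gave as many called genes. The other splits gave at most 3 called genes for VIC-1911 after 48 hours, 1 for the combination against olaparib, and 0 in the comparisons of the 3 treatments with vehicle after 7 days and of the combination with VIC-1911. With 10 splits the share cannot be under 0.1. Gene lists past the threshold were as many in 6 of the 10 splits for VIC-1911 after 48 hours, 5 for VIC-1911 after 7 days, 1 for olaparib, 1 for the combination, 1 for the combination against olaparib, and 2 for the combination against VIC-1911. Other splits put up to 9, 12, 11, 11, 9 and 10 lists past it, and each of them sets mixed groups of treated and control libraries against each other and keeps part of the treatment difference, so these are not numbers without a treatment. Part of a difference does not account for all of them: the G2/M list under the combination had an unadjusted camera p-value of 0.781 in the real split and 1.5e-20 in another, so for this list camera with the preset correlation also gave a small p-value from the variation between replicates. For single lists, the splits with a camera p-value as small numbered 1 for p53, 4 for NF-kB, 1 for apoptosis, 1 for mTORC1, 1 for ATF4 and 1 for G2/M under VIC-1911 after 48 hours, and 1, 6, 3, 8, 1 and 1 for the same lists under VIC-1911 after 7 days. Under olaparib they numbered 1, 4, 2, 1, 1 and 4, and under the combination 1, 1, 1, 1, 1 and 10.

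The share of olaparib-called genes with the same sign under VIC-1911 after 7 days was above the highest share that the shared vehicle libraries gave in 100 simulations, 65.2% for the genes called higher and 63.3% for those called lower. This argues against noise in the shared vehicle libraries as the whole cause. A real change in the 7-day vehicle cultures would move all treated groups the same way. It was not simulated and stays open. The share with the largest change in the combination was above the highest share from noise in the combination libraries, 40.6% and 34.9%, in the fit of all libraries, though not for the lower genes without olaparib replicate 3.

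The olaparib and vehicle libraries belong to different runs of library numbers. Whether these were prepared or sequenced apart is not stated. Of the genes called under olaparib, those called higher and tested after 48 hours (269 genes) had a median log2 fold change of 0.37 under VIC-1911 in the 48-hour experiment, and those called lower (316 genes) a median of -0.36, with the same sign in 76.2% and 91.1% of them. The highest and lowest medians of 10000 random lists of matched expression were 0.0352 and -0.0694. The 48-hour experiment shares no library or run with the comparison, so a difference between the runs as the whole cause of the olaparib calls is argued against. A part of the calls could still come from the runs, which cannot be told apart by the design.

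Without the 20 genes that are also ATF4 targets, the mTORC1 list was no longer lower. Its 166 other genes had a median log2 fold change of 0.023 after 48 hours (camera, adjusted p = 0.0595, in the higher direction), with 0 called lower, and the 20 ATF4 targets had a median of -0.63, with 12 called lower. After 7 days the other genes had medians of 0.12 under olaparib (adjusted p = 0.0595), 0.085 under the combination (adjusted p = 0.472) and 0.22 under VIC-1911 (adjusted p = 1.2e-05, higher). These values are what ATF4 targets as the source of the lower mTORC1 list would give. The ATF4 list was written after the paper's Supplemental Table 1 had been read. All 12 mTORC1 genes called lower after 48 hours are in both, so the 48-hour values are not an independent test. ATF4 acts downstream of mTORC1 among other inputs, and which input changed was not tested.

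The homologous recombination list was lower after 48 hours of VIC-1911, with a median log2 fold change of -0.23, and the E2F list was lower as well, at -0.27. In the combination against olaparib the medians were -0.30 and -0.40, and against VIC-1911 they were -0.38 and -0.67. A smaller share of cycling cells may therefore account for the lower homologous recombination genes, and an effect on these genes apart from the cell cycle was not tested.

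The log2 fold change did not follow gene length over the tested genes, with Spearman correlations of -0.0135 after 48 hours and -0.0247, 0.00230 and -0.0750 under VIC-1911, olaparib and the combination after 7 days. These are across genes, which are not independent replicates, and argue against a length bias as the cause of the calls. With every library thinned to the smallest total of its table, 193 genes were called after 48 hours, and 692, 752 and 857 under VIC-1911, olaparib and the combination after 7 days, which argues against a difference in depth as the cause of the calls.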
